# Experimental preeclampsia in rats affects vascular gene expression patterns

**DOI:** 10.1038/s41598-017-14926-4

**Published:** 2017-11-01

**Authors:** Simone V. Lip, Anne Marijn van der Graaf, Marjon J. Wiegman, Sicco A. Scherjon, Mark V. Boekschoten, Torsten Plösch, Marijke M. Faas

## Abstract

Normal pregnancy requires adaptations of the maternal vasculature. During preeclampsia these adaptations are not well established, which may be related to maternal hypertension and proteinuria. The effects of preeclampsia on the maternal vasculature are not yet fully understood. We aimed to evaluate gene expression in aortas of pregnant rats with experimental preeclampsia using a genome wide microarray. Aortas were isolated from pregnant Wistar outbred rats with low-dose LPS-induced preeclampsia (ExpPE), healthy pregnant (Pr), non-pregnant and low-dose LPS-infused non-pregnant rats. Gene expression was measured by microarray and validated by real-time quantitative PCR. Gene Set Enrichment Analysis was performed to compare the groups. Functional analysis of the aorta was done by isotonic contraction measurements while stimulating aortic rings with potassium chloride. 526 genes were differentially expressed, and positive enrichment of “potassium channels”, “striated muscle contraction”, and “neuronal system” gene sets were found in ExpPE vs. Pr. The potassium chloride-induced contractile response of ExpPE aortic rings was significantly decreased compared to this response in Pr animals. Our data suggest that potassium channels, neuronal system and (striated) muscle contraction in the aorta may play a role in the pathophysiology of experimental preeclampsia. Whether these changes are also present in preeclamptic women needs further investigation.

## Introduction

Preeclampsia is a hypertensive pregnancy disorder, which affects 2–8% of all pregnancies and is a leading cause of maternal and perinatal morbidity and mortality^1^. The development of preeclampsia is complex, but is thought to proceed in two stages. In the first stage, the placenta is poorly established (in the case of early onset preeclampsia) or poorly perfused (for late onset preeclampsia)^2^. In the second stage, proinflammatory factors, released by the “diseased” placenta into the maternal circulation, cause a systemic inflammatory response and endothelial cell activation^3^. This together leads to endothelial dysfunction, a hallmark characteristic of preeclampsia^4,5^, but possible also to an increased risk of developing heart and vascular diseases in preeclamptic women later in life^6,7^.

The endothelium plays an important role in the regulation of vascular tone by producing vasoactive factors (including: nitric oxide, endothelium-derived hyperpolarization factor [EDHF], prostacyclin, and endothelin-1)^8–10^. The endothelium-derived vasoactive factors interact with vascular smooth muscle cells to regulate vasoconstriction and relaxation. An imbalance of these vasoactive factors is associated with endothelial dysfunction^11^. During preeclampsia, an imbalance of endothelium-derived vasoactive factors occurs, with decreased nitric oxide production^12^, reduced EDHF-mediated relaxation^13^, and dysregulated prostacyclins^14^.

We recently studied endothelial function in the low dose LPS infused rat model for preeclampsia^15^. We have shown that the pregnancy-induced changes in endothelial function, such as an increased role of contractile prostaglandins and a decreased role of EDHF in acetylcholine-induced endothelial vasodilation as well as a decreased sensitivity to angiotensin II (angII), were not observed in the preeclamptic rat model^15^. Also in humans, similar changes occur in healthy pregnancy, while a lack of these changes are found in preeclamptic patients. This indicated that the model is a suitable model for studying vascular changes in preeclampsia.

Therefore, in the present study we used this low-dose LPS induced preeclampsia model and studied whole genome gene expression in the maternal vasculature, using the aorta as a model for maternal vasculature. Thus, pregnant rats were infused with a low-dose of LPS resulting in the main characteristics of preeclampsia: an increase in blood pressure, proteinuria, endothelial cell activation and an inflammatory response^16–18^. The effect of experimental preeclampsia (ExpPE) on the maternal vasculature in rats was examined by whole transcriptome expression profiling of aortic tissue using a DNA microarray and by functional contraction measurements. For control, healthy pregnant (Pr), and control non-pregnant rats (NPr) as well as low-dose LPS-infused non-pregnant rats (NPr + LPS) were used.

## Results

### Animal model

The LPS-induced preeclampsia rat model is a well-established model with the main characteristics of preeclampsia (i.e., elevated blood pressure, proteinuria, endothelial cell activation, inflammatory response)^16–18^. Maternal weight was significantly (p < 0.01) increased at day 20 of pregnancy in Pr (325.50 g ± 6.9) and ExpPE (344.22 g ± 68.5) compared to NPr (242.12 g ± 7.4) and NPr + LPS (249.75 g ± 6.9). The Pr and ExpPE rats did not significantly differ in body weight or the number of foetuses (number of foetuses: 12.1 ± 0.22 and 13.44 ± 1.0 respectively). The length of the pups was significantly (p < 0.05) smaller in ExpPE compared to Pr (31.57 mm ± 0.21 and 32.36 mm ± 0.22 respectively).

### Differences in transcriptome

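Messenger RNA of the whole abdominal aorta was measured in 14 rats with Affymetrix whole-genome rat gene arrays, 1 array per animal: 4 NPr rats, 5 Pr rats and 5 ExpPE rats. ExpPE rats were pregnant rats infused with lipopolysaccharide (LPS, a component of the bacterial outer membrane) at 1 µg per kg body weight, in 2 ml over 1 h on day 14 of pregnancy, and their aortas were taken on day 20. Pr and NPr rats were infused with saline. The authors normalized all arrays together by robust multichip average (RMA), which includes quantile normalization, with a custom assignment of probes to genes, and deposited 1 intensity on the linear scale per gene and array. The log2 of these intensities was analysed for the 19357 genes, with no further normalization and no filter. The median log2 intensity of an array lay between 5.58 and 5.63 in NPr, between 5.59 and 5.64 in Pr and between 5.61 and 5.67 in ExpPE rats. Pearson correlations between arrays of the same group, taken across genes (which are not independent replicates), ranged from 0.969 to 0.988 in NPr, from 0.962 to 0.992 in Pr and from 0.943 to 0.987 in ExpPE rats.

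The 1189 genes of odorant, vomeronasal, trace amine and taste receptors, which serve the senses of smell and taste, gave a measure of background. Their median log2 intensity was 2.66 and their 95th percentile 3.91, against a median of 5.62 over all genes. This background differed between arrays. The mean log2 intensity of the receptors on an array lay between 2.64 and 2.94 in NPr and between 2.68 and 2.73 in Pr rats. In ExpPE rats it lay between 2.63 and 3.03. The number of arrays limits the precision of every value.

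The group of each array was taken from the column names of the authors' annotated table of intensities. A second deposited table holds the same intensities (largest log2 gap 7.2e-10), and there the 5 columns named ExpPE in the annotated table carry the titles of pregnant rats, and the 5 columns named Pr carry the titles of preeclamptic rats. The titles of the 4 NPr arrays are the same in both. The column names were followed because the fold changes in the authors' table of comparisons, and the directions in Tables 1 and 3 of the paper, go with them. By RT qPCR the paper also reports higher levels of Ttn, Myh3, Myh8, Kcna6, Kcnh8, Hcn4 and Syn3 in ExpPE than in Pr rats, the direction of the column names. For Myh3 and Myh8 it found no linear correlation between RT qPCR and the arrays, while the other genes tested had a significant one. Kcnq3 and Cacng3 were not significantly increased in ExpPE compared to Pr rats by RT qPCR. Tnni1 and Kcnj3 were measured as well and are not among the genes the paper lists as increased between these groups. Under the other titles each difference between ExpPE and Pr changes its sign. The authors' fold changes were computed from these same columns, and the RT qPCR used the authors' own grouping of the rats. Both show which labels the authors used, and neither can show which labels are right for the animals. Animals are numbered within each group in the order of the annotated table, and the number has no other meaning. The array names hold a code that reads as a position on a plate of 3 columns and 5 rows, although neither the paper nor the sample records say so. By this code the Pr arrays fill 2 rows of their own, so that row and group cannot be told apart in comparisons with Pr rats. ExpPE animals 1 and 2 share a row with NPr animal 4, apart from the other 3 ExpPE animals, and this is the only row with 2 groups.

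The 3 groups were compared in a single limma fit with a mean per group and a prior variance that follows the intensity, and p-values were adjusted by Benjamini-Hochberg over all 19357 genes. Genes are said to have changed, risen or fallen when this adjusted p was under 0.05. Counts are also given at the threshold of the paper, an unadjusted p under 0.05 with a fold change over 1.4 in either direction, called the study threshold. Differences are log2 differences with their standard error (SE). A set of 29 gene lists was fixed before the data were examined, but after the tables and figures of the paper had been read. The paper's tables of genes and gene sets come from the same arrays, so the lists are not blind to these data. Each list was tested in the 3 comparisons with camera of the limma package, at a preset correlation of 0.01 between genes. The p-values were adjusted over all 87 tests. Each animal also received a score per list, the mean over the list of its log2 intensities centred on the mean of all animals, and the scores of the groups were compared by a two-sided exact permutation test. The smallest p this test can give is 0.00794, for 5 animals against 5 and for 5 against 4, and no score comparison passed an adjustment over the 87 tests (smallest adjusted exact permutation p = 0.197). With a correlation estimated from the data in place of the preset value, the interferon list in Pr compared to NPr rats was the only list of the 29 that kept its call.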

Expression levels of 19,357 genes were measured in the aortas. Pr rats showed 662 significantly differently expressed genes compared to NPr control rats (p < 0.05 and a fold change >1.4 or <−1.4) (Supplementary Table S1). 

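Genes induced by interferon made up most of the genes that rose in the aorta of Pr compared to NPr rats. Of 41 genes that changed in limma, 39 rose and 2 fell, and 22 of the 41 are among the 65 interferon-stimulated genes listed. Ifi27l2b, an interferon-induced gene, had the smallest p, with a log2 difference of 2.18 (SE 0.14, adjusted p = 2.1e-06). Oasl, a relative of the oligoadenylate synthetases that sense viral RNA, rose by 1.40, Rtp4 by 1.80, Dhx58, a regulator of the sensing of viral RNA, by 1.70, and Irf9, a part of the transcription factor complex downstream of type I interferon, by 1.28 (adjusted p from 0.00043 to 0.00136 for these 4). Siglec1, a receptor of macrophages, rose by 1.93 (SE 0.21, adjusted p = 0.000457). In each of these 6 genes every Pr animal lay above every NPr animal. The 2 genes that fell were Tmem110, by 0.97 (SE 0.18, adjusted p = 0.042), and LOC100362710, by 1.02 (SE 0.19, adjusted p = 0.042). The call of Tmem110 ended when NPr animal 1, 2 or 3 or any single Pr animal was left out (adjusted p from 0.0652 to 0.178), and that of LOC100362710 when NPr animal 1, 2 or 3 or Pr animal 1, 2, 3 or 4 was left out (adjusted p from 0.0781 to 0.198).

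At the study threshold 660 genes differed, 470 higher and 190 lower in Pr. At an unadjusted p under 0.05 there were 1035 genes, where 968 would be counted by chance in 19357 unchanged genes. The authors' table of comparisons, made with an intensity-based moderated statistic (IBMT), holds 662 genes at the study threshold (471 higher, 191 lower) and 42 at a q-value under 0.05, and 660 genes passed the study threshold in both. Past the adjusted p, 23 genes were counted without NPr animal 2, 24 without NPr animal 1 or without Pr animal 1, 2 or 4, 26 without NPr animal 3 and 62 without Pr animal 5, and 211 passed when each array was weighted by its quality.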

ExpPE showed 606 significantly differently expressed genes compared to NPr controls (Supplementary Table S2).

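The genes that rose in the aorta of ExpPE compared to NPr rats were again mainly genes induced by interferon. Of 19 genes that changed in limma, 18 rose and 1 fell, and 14 of the 19 are in the list of interferon-stimulated genes. Ifi27l2b rose by 1.78 (SE 0.14, adjusted p = 3.5e-05). Irf7, the transcription factor that drives type I interferon genes, rose by 3.06 (SE 0.40, adjusted p = 0.00566). Oas1a and Oas2, oligoadenylate synthetases, rose by 2.37 and 1.57, Oasl by 1.28 and Siglec1 by 1.55 (adjusted p from 0.000404 to 0.00566). RT1-S3, a class I histocompatibility gene that presents antigen, rose by 1.44 (adjusted p = 0.00857), a call that ended without NPr animal 1 (adjusted p = 0.0643) or without NPr animal 2 (adjusted p = 0.0568). The chemokine Cxcl13 rose by 2.87 (SE 0.46, adjusted p = 0.0226) and the matrix protease Mmp3 by 2.58 (SE 0.44, adjusted p = 0.0357), from an NPr mean of 3.77 below the 95th percentile of the sensory receptors, so that the size of its rise is not exact. Tmem110 fell by 1.07 (adjusted p = 0.0322), and its call ended when any ExpPE animal, or NPr animal 1, 2 or 3, was left out (adjusted p from 0.0508 to 0.161).

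Over the interferon list the mean log2 difference was 0.77, with 63 of 65 genes higher (camera adjusted p = 1.7e-34, adjusted p = 0.273 with an estimated correlation), and 33 genes rose when adjusted over the list alone. The antigen presentation list had a mean difference of 0.27 (adjusted p = 4.5e-06, and 0.435 as the adjusted p with an estimated correlation), with 1 of 43 genes risen and 2 when adjusted over the list alone. The complement and acute phase list had a mean difference of 0.59 (adjusted p = 1.1e-09, adjusted p = 0.382 with an estimated correlation), with 0 of 34 genes risen in limma and 11 when adjusted over the list alone. In the same list Masp1, a protease of the lectin pathway of complement, had a difference of 1.36 (adjusted p = 0.0652) and the complement protease C2 a difference of 1.07 (adjusted p = 0.287). Markers of skeletal muscle fibres were higher by a mean of 2.00 (adjusted p = 2.5e-08, adjusted p = 0.527 with an estimated correlation), but by 0.80 without ExpPE animals 1 and 2, which did not pass (adjusted p = 0.105). That setting keeps NPr animal 3, with a fibre score of 1.32 (next in its group -1.45). With NPr animal 3 and Pr animal 1 left out as well, the fibre list kept its call. The 4 animals then left out have the highest fibre scores of all. Leaving them out selects on the score tested, so the kept call is not independent support. Erythroid markers were higher by a mean of 0.85 (adjusted p = 8.2e-09, adjusted p = 0.473 with an estimated correlation), or 0.55 without NPr animal 4. In the row of the plate code that ExpPE animals 1 and 2 share with NPr animal 4, the scores of these lists differed by 0.57 (interferon), 0.31 (antigen presentation), 0.33 (complement), 4.67 (skeletal muscle fibres) and 1.11 (erythroid).

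At the study threshold 605 genes differed, 384 higher and 221 lower in ExpPE, and 1474 genes had an unadjusted p under 0.05. The authors' table holds 606 genes at the study threshold (385 higher, 221 lower) and 20 at a q-value under 0.05, and 605 passed the study threshold in both. The share of higher genes at the study threshold was 63.5%, and it was 46.6% (301 of 646) with arrays centred on their median. At the study threshold 361 genes were counted without ExpPE animal 2, 1033 without ExpPE animal 3 and 1205 without ExpPE animal 1, and past the adjusted p 8 and 9 without NPr animals 2 and 1, 10 and 11 without ExpPE animals 5 and 2, and 12 without NPr animal 3, ExpPE animal 3 or ExpPE animal 4.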

Comparing ExpPE with healthy pregnancy revealed that 526 genes showed a significantly altered expression (Supplementary Table S3). 

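Between ExpPE and Pr rats the genes with the smallest p included Efr3b, Taar7b, Slitrk1, Hmx3 and Tyro3 on the higher side and Pbk, Itgb3bp, Ifitm1 and Rtp4 on the lower side, but no gene passed the adjusted threshold. Slitrk1, a synaptic adhesion protein, differed by 0.80 (SE 0.18), Hmx3, a homeobox factor of the developing nervous system, by 0.93 (SE 0.22), Efr3b by 0.69 (SE 0.15), Taar7b, a trace amine receptor of the set taken as background, by 0.76 (SE 0.17), and the receptor tyrosine kinase Tyro3 by 0.55 (SE 0.14). On the lower side, Pbk, a mitotic kinase, differed by -0.50 (SE 0.13), Itgb3bp, a centromere protein, by -0.66 (SE 0.16), and the interferon-induced genes Ifitm1 and Rtp4 by -0.89 (SE 0.24) and -0.65 (SE 0.17). The adjusted p of all these genes was 0.574, the smallest in this comparison. In Efr3b, Taar7b and Tyro3 every ExpPE animal lay above every Pr animal, and in Pbk and Itgb3bp every ExpPE animal lay below. The means of Itgb3bp in Pr and ExpPE rats (3.62 and 2.97), of Taar7b (2.35 and 3.11), of Pbk in ExpPE rats (3.47) and of Hmx3 in Pr rats (3.27) lay below 3.91, the 95th percentile of the sensory receptors, so these differences are at background.

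In limma 0 genes passed an adjusted p under 0.05, and 1642 genes (985 higher, 657 lower) had an unadjusted p under 0.05. The IBMT statistic in the authors' table gave 0 genes at a q-value under 0.05 as well, with a smallest q-value of 0.417. At the study threshold 527 genes differed, 333 higher and 194 lower in ExpPE. The authors' table holds 526 (332 higher, 194 lower), and 526 passed the study threshold in both. Quantile normalization of the arrays once more turned the balance, to 150 higher and 237 lower genes (38.8% higher, against 63.2%). Leaving out ExpPE animal 2 gave 337 genes at the study threshold and leaving out ExpPE animal 3 gave 1103, and 169 passed among the genes above the median of mean intensity.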

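The genes of the comparisons of Pr and of ExpPE rats with NPr rats overlapped, and the genes that moved together were mainly genes that were higher in both pregnant groups. At the study threshold 221 genes differed in both comparisons, 154 higher in both, 67 lower in both and 0 in opposite directions. All 19 genes that changed in ExpPE compared to NPr rats in limma were among the 41 that changed in Pr compared to NPr rats, 18 of them higher and 1 lower in both.

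Of the genes at the study threshold, 356 differed only in Pr vs. NPr, 261 only in ExpPE vs. NPr and 309 only in ExpPE vs. Pr. A further 209 differed in both comparisons with NPr rats and not in ExpPE vs. Pr, 83 in Pr vs. NPr and ExpPE vs. Pr, 123 in ExpPE vs. NPr and ExpPE vs. Pr, and 12 in all 3 comparisons. That a gene passes in 1 comparison and misses the threshold in another does not test the difference between them.

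Both comparisons use the same 4 NPr animals, which alone makes their genes overlap. In 100 simulated sets of unchanged groups of these sizes, 93.1 genes were shared on average (46.3 higher and 46.4 lower in both), while lists drawn independently would share 9.32 higher and 2.17 lower genes. When the NPr animals were divided into 2 and 2, so that each comparison had its own controls, between 74 and 102 genes were higher in both (median 88) and between 11 and 19 lower in both (median 15) over the 6 divisions, where independent lists would share from 4.14 to 19.2 higher and from 0.867 to 27.6 lower genes. In the division with 27.6 expected, 11 genes were lower in both, fewer than by chance, and the correlation of the differences across genes was -0.12. Across genes, the covariance of the differences of both comparisons was 0.0465, against 0.0338 in the simulated groups, and it lay between -0.0174 and 0.0376 with separate controls.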

A venn diagram shows the number of differentially expressed genes (Fig. 1). Figure 2 shows a heatmap using the 332 up- and 194 downregulated genes in ExpPE compared to Pr. The same heatmap also shows the relative gene expression values of the NPr control group. 

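In the aorta of NPr rats, most genes with a higher level in ExpPE than in Pr rats had a level nearer to that of Pr rats. Of the 333 genes higher in ExpPE at the study threshold, 80.2% had an NPr mean nearer to the Pr mean than to the ExpPE mean. The median log2 difference of these genes was 0.60 between ExpPE and Pr, 0.48 between ExpPE and NPr and -0.17 between Pr and NPr. Simulated unchanged groups gave a share of 49.8% on average (41.4% to 57.6% over 100 simulations), since genes chosen for a difference between ExpPE and Pr have NPr means that fall on either side. Each gene was simulated independently, so this range leaves out the correlation between genes. The 10 pregnant rats were also divided in other ways into 5 and 5. In each division the set with more higher genes took the place of the ExpPE rats, as it does in the real one. The genes higher in that set gave a median share of 78.1%, and 39 of 100 divisions, the real one included, gave a share at least as high as 80.2%. Leaving out single animals gave shares between 70.7% and 89.1%.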

Interestingly, it appears that the upregulated genes in ExpPE are specific for ExpPE (while Pr showed gene expression levels comparable to those of NPr controls). 

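For the genes with a lower level in ExpPE than in Pr rats, the NPr level was nearer to that of ExpPE rats in 62.4% of the 194 genes at the study threshold. Their median log2 difference was -0.61 between ExpPE and Pr, -0.22 between ExpPE and NPr and 0.48 between Pr and NPr. Unchanged simulated groups, with each gene again drawn independently, gave between 40.6% and 58.8% (mean 49.9%). Other divisions of the 10 pregnant rats, with the set with more higher genes again in the place of ExpPE, gave a median of 53.2%. In 38 of 100 divisions, the real one included, the share was at least as high as 62.4%. The share fell under 50% when ExpPE animal 1 (33.7%), ExpPE animal 3 (41.1%) or ExpPE animal 5 (45.3%) was left out, and it was at most 77.2% without any other animal.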

The downregulated genes in ExpPE on the other hand, are specific for Pr (while ExpPE showed gene expression levels comparable to those of NPr controls).

**Figure 1:**
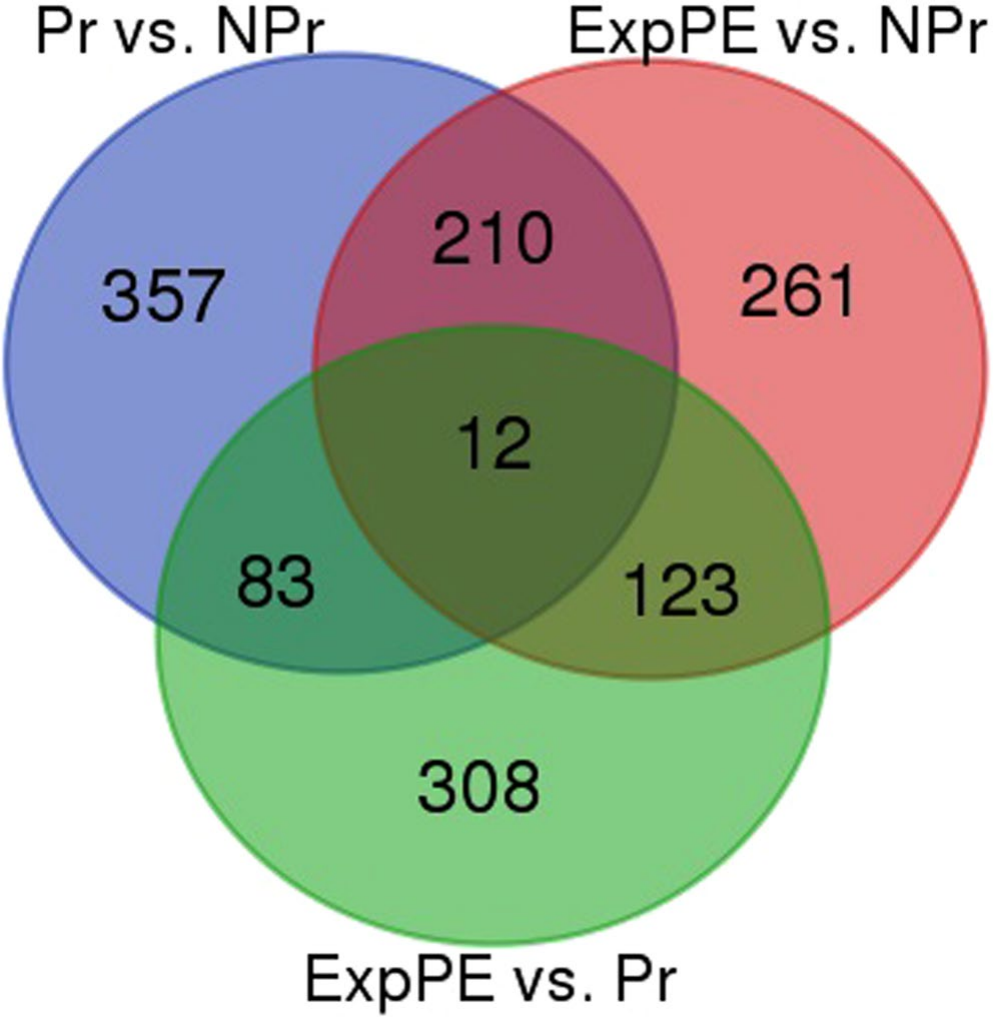
Venn diagram of aortic gene expression, representing three sets of genes which are differential expressed between the groups. The top left circle contains the differential expressed genes between healthy Pregnant (Pr; n = 5) and Non-Pregnant (NPr; n = 4) animals, the top right circle contains the differential expressed genes between Experimental Preeclamptic (ExpPE; n = 5) and NPr animals, and the bottom circle contains the differential expressed genes between ExpPE and Pr. p < 0.05, fold change <−1.4 or >1.4.

**Figure 2:**
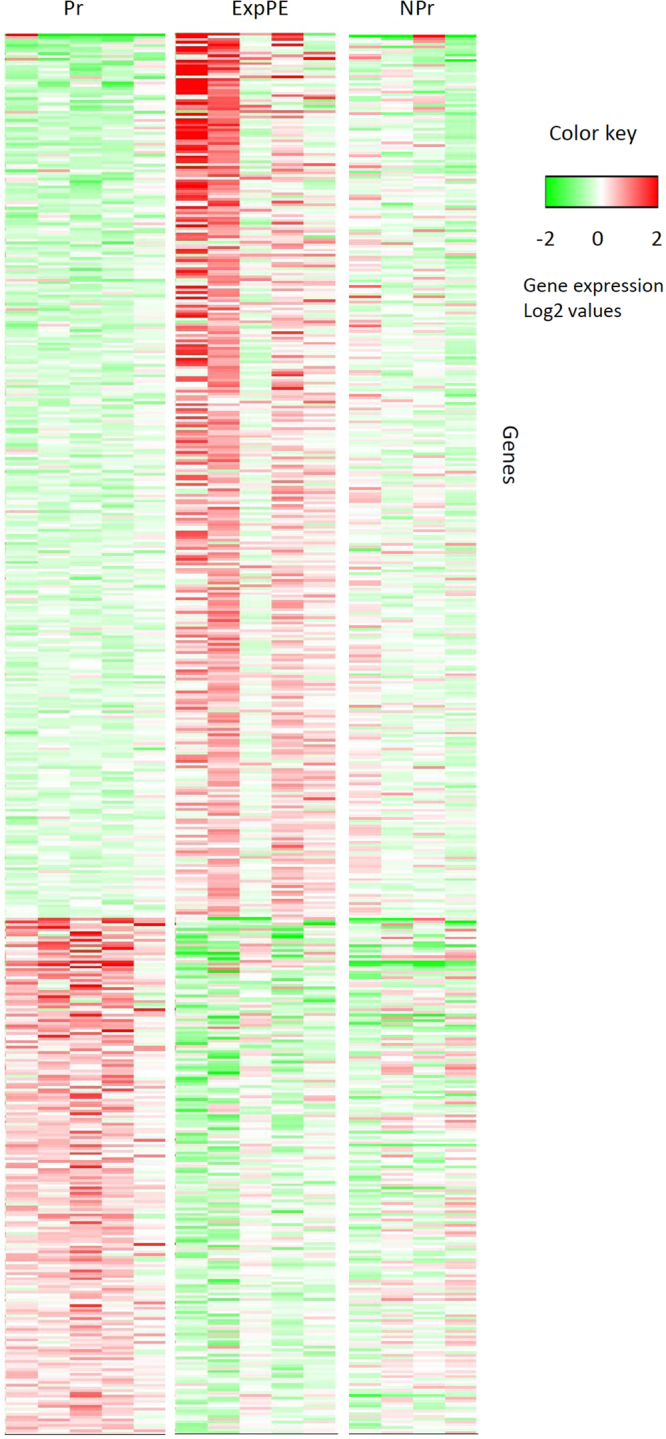
Heatmap of differentially expressed genes, ExpPE vs Pr. The average expression of all samples was used as a reference to calculate the relative gene expressions. 332 genes were significantly (p < 0.05) upregulated (fold change >1.4) and 194 genes were significantly downregulated (fold change <−1.4) in ExpPE compared to Pr. Pr = healthy Pregnant; NPr = Non-Pregnant; ExpPE = Experimental Preeclampsia.

### Pregnancy-induced changes in gene expression (Pr vs. NPr)

Pregnancy-induced changes were investigated by comparing gene expression levels of Pr with NPr control animals. The top 10 significantly up- and downregulated genes are listed in Table 1. 

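All 10 of the higher genes of Table 1 passed the study threshold in the log2 intensities, and 9 of them rose in limma. Of these 10 genes 5 are in the list of interferon-stimulated genes. Slfn3, a Schlafen family gene induced by interferon, rose by 2.84 (SE 0.36, adjusted p = 0.00196), and Mx2, an antiviral GTPase, by 2.59 (SE 0.27). The oligoadenylate synthetases Oas1a and Oas1b rose by 2.49 and 2.44 (SE 0.23 and 0.27), and Irf7 by 2.80 (SE 0.40, adjusted p = 0.0054). Pcsk1, a convertase that processes prohormones, rose by 2.35 (SE 0.42, adjusted p = 0.0347), and LOC100911190 by 2.26 (SE 0.36, adjusted p = 0.0122). The call of Pcsk1 ended without any single NPr animal and without Pr animal 1, 2 or 4 (adjusted p from 0.0579 to 0.157), and that of LOC100911190 without NPr animal 1 (adjusted p = 0.0672). Rnase1l2, a secreted ribonuclease, had the third largest difference, 2.85, but a wide spread (SE 0.82, adjusted p = 0.352). In each of the 10 genes every Pr animal lay above every NPr animal.

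The 10 lower genes of Table 1 also passed the study threshold, with log2 differences from -2.13 to -1.56, and 0 of them fell in limma. Pnpla3, a lipase of fat cells and liver, had a difference of -1.98 (SE 0.61, adjusted p = 0.414), Aspg of -1.94 (SE 0.45, adjusted p = 0.158), and Hamp, which encodes the iron hormone hepcidin, of -1.62 (SE 0.39, adjusted p = 0.184). The calls of Aspg and Ttc25 were made without NPr animal 4 (adjusted p = 0.000978 and 0.014), and that of Hamp without NPr animal 1 (adjusted p = 0.0161).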

The most upregulated gene is *Cxcl13* (chemokine [C-X-C motif] ligand 13), which encodes for a B-cell attracting chemokine. 

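Cxcl13 (Entrez gene 498335, chromosome 14) had a log2 intensity of 4.28 ± 0.44 (SD, n = 4) in NPr, 7.88 ± 0.38 (SD, n = 5) in Pr and 7.15 ± 1.16 (SD, n = 5) in ExpPE rats. It rose by 3.60 in Pr compared to NPr rats (SE 0.46, adjusted p = 0.00206 from limma), a fold change of 12.1. All Pr and all ExpPE animals lay above all NPr animals. Between ExpPE and Pr rats the difference was -0.73 (SE 0.43, adjusted p = 0.587). Among markers of B cells, the cells this chemokine attracts, the mean difference between Pr and NPr was 0.37 over 18 genes (camera adjusted p = 0.00016, adjusted p = 0.524 with an estimated correlation). In this list 0 genes passed limma's adjusted threshold and 1 rose when adjusted over the list alone. Cd22, a surface receptor of B cells, differed by 0.78 (SE 0.22, adjusted p = 0.296). The B cell score was 0.26 ± 0.67 (SD, n = 5) in Pr and -0.11 ± 0.18 (SD, n = 4) in NPr rats (exact permutation p = 0.373), and Pr animal 5 alone had a score of 1.45. Without this animal the list had a mean of 0.077 and did not pass the test (adjusted p = 0.311).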

Number two on the list of upregulated genes is *Mmp3*, which encodes for matrix metallopeptidase 3, and is involved in tissue remodelling through the degradation of extracellular matrix^19^. 

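Mmp3 (Entrez gene 171045, chromosome 8) rose by 2.93 in Pr compared to NPr rats (SE 0.44, adjusted p = 0.00798), with every Pr animal above every NPr animal. Its NPr mean of 3.77 lay below 3.91, the 95th percentile of the sensory receptors, so that the fold change of 7.61 is taken against a level at background. In the list of 52 genes of extracellular matrix remodelling, 2 genes rose over all genes tested and 2 when adjusted over the list alone, Mmp3 and Adamtsl2. Adamtsl2, a secreted protein of microfibrils, rose by 1.71 (SE 0.32, adjusted p = 0.0422), a call that was lost without any single NPr animal and without Pr animal 2, 3 or 4 (adjusted p from 0.0579 to 0.172). Mmp2, a gelatinase that degrades collagen, had a difference of 0.77 (SE 0.22, adjusted p = 0.333). The mean log2 difference of the list was 0.22 (camera adjusted p = 0.00016), with 33 genes higher and 19 lower, and the adjusted p was 0.435 with an estimated correlation. Markers of adventitial fibroblasts, the cells of the outer vessel wall that make much of the matrix, differed by a mean of 0.21 over 17 genes (adjusted p = 0.00853, adjusted p = 0.669 with an estimated correlation), and this call ended without NPr animal 1 (mean 0.12, adjusted p = 0.332).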

The most downregulated gene in Pr is *Ucp1*, encoding for uncoupling protein 1 (mitochondrial, proton carrier).

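Ucp1 (Entrez gene 24860, chromosome 19) is the heat-producing proton carrier of brown fat. Its log2 intensity was 11.13 ± 1.44 (SD, n = 4) in NPr and 9.01 ± 1.65 (SD, n = 5) in Pr rats. The difference of -2.13 (SE 0.89, adjusted p = 0.848 from limma) was not larger than the spread between animals allows to call, as the groups overlapped. Other genes of brown adipocytes went the same way, with 16 of 17 lower in Pr and a mean log2 difference of -0.94 (camera adjusted p = 5e-07, adjusted p = 0.435 with an estimated correlation). Otop1, which is high in brown fat, had a difference of -1.95 (SE 0.62, adjusted p = 0.455). The brown adipocyte score was -0.29 ± 0.77 (SD, n = 5) in Pr and 0.65 ± 1.00 (SD, n = 4) in NPr rats (exact permutation p = 0.183). Markers of white adipocytes had a mean difference of -0.28 (adjusted p = 0.0996), with 15 of 17 lower, which did not pass the test and rests on single animals. It passed without NPr animal 4 (mean -0.64, adjusted p = 7.2e-05), Pr animal 1 (-0.46, adjusted p = 0.00246) or Pr animal 5 (-0.42, adjusted p = 0.0173), and it shrank to -0.070 without NPr animal 3, -0.083 without Pr animal 4 and -0.14 without NPr animal 1 or Pr animal 2.

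Genes that make fatty acids and triglycerides were lower as a group. Of 27 genes 24 were lower in Pr, with a mean log2 difference of -0.82 (camera adjusted p = 5.3e-12, adjusted p = 0.427 with an estimated correlation). In limma 0 of them passed the adjusted threshold, and 4 fell when adjusted over the list alone. Gpam, the acyltransferase that begins triglyceride synthesis, had a difference of -1.56 (SE 0.33, adjusted p = 0.103), and it passed without NPr animal 4 (adjusted p = 0.00674). Acly, which supplies acetyl-CoA for lipid synthesis, differed by -1.57 (SE 0.54, adjusted p = 0.567), Me1, malic enzyme, by -1.47 (SE 0.47) and the elongase Elovl5 by -0.53 (SE 0.17). The same list was lower in ExpPE than in NPr rats, with a mean of -0.73 (adjusted p = 3.8e-09, adjusted p = 0.435 with an estimated correlation), as was the brown adipocyte list, with a mean of -0.88 (adjusted p = 6.2e-05, adjusted p = 0.525 with an estimated correlation), or -0.58 without NPr animal 3 and -1.33 without NPr animal 4. In the row of the plate code that ExpPE animals 1 and 2 share with NPr animal 4, both scores were higher in ExpPE, by 0.91 and 1.18, so that the direction did not hold within that row.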

**Table 1:** Top 10 significantly up- and downregulated genes, Pr vs. NPr.

Gene name	Fold change	p-value
*Cxcl13*	12.09	<0.001
*Mmp3*	7.61	<0.001
*Rnase1l2*	7.19	0.004
*Slfn3*	7.17	<0.001
*Irf7*	6.95	<0.001
*Mx2*	6.01	<0.001
*Oas1a*	5.62	<0.001
*Oas1b*	5.44	<0.001
*Pcsk1*	5.09	<0.001
*LOC100911190*	4.80	<0.001
*Ucp1*	−4.36	0.032
*Pnpla3*	−3.93	0.005
*Otop1*	−3.88	0.007
*Aspg*	−3.83	0.001
*Ttc25*	−3.35	0.001
*Hamp*	−3.08	0.001
*Chrnb4*	−3.05	0.048
*Fam57b*	−3.04	0.029
*Acly*	−2.98	0.011
*Gpam*	−2.94	<0.001

Gene expression was measured with a whole-genome microarray. Pr = healthy Pregnant; NPr = Non-Pregnant.

Gene Set Enrichment Analysis (GSEA) was performed to investigate gene expression changes in predefined sets of genes. 

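In the aorta of Pr rats, genes of several branches of immunity were higher than in NPr rats, and markers of macrophages moved with them. All 24 macrophage and myeloid markers were higher in Pr, with a mean log2 difference of 0.62 (camera adjusted p = 7.3e-22, adjusted p = 0.304 with an estimated correlation). In limma 0 of the 24 passed the adjusted threshold, and 15 rose when adjusted over the list alone. Cd68, a lysosomal protein of macrophages, differed by 0.92 (SE 0.19, adjusted p = 0.092), a call that was made without Pr animal 5 (adjusted p = 0.0107), and Cd163, the haemoglobin scavenger receptor of macrophages, differed by 1.03 (SE 0.29, adjusted p = 0.312). The macrophage score was 0.31 ± 0.41 (SD, n = 5) in Pr and -0.32 ± 0.10 (SD, n = 4) in NPr rats (exact permutation p = 0.0238).

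Complement and acute phase genes, of the soluble arm of innate immunity, had a mean difference of 0.68 (adjusted p = 2.5e-18, adjusted p = 0.179 with an estimated correlation), with 28 of 34 genes higher. In this list 2 genes rose, and 17 when adjusted over the list alone. Masp1 rose by 1.62 (SE 0.25, adjusted p = 0.00981), and C2 rose by 1.29 (SE 0.24, adjusted p = 0.046), a call that ended without any single NPr animal and without Pr animal 1, 2, 3 or 4 (adjusted p from 0.0524 to 0.178). C4b, a further complement component, had a difference of 0.87 (SE 0.18, adjusted p = 0.0926).

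Antigen presentation genes had a mean difference of 0.40 (adjusted p = 1.1e-14, adjusted p = 0.273 with an estimated correlation), with 38 of 43 higher. In this list 1 gene, RT1-S3, rose over all genes tested (log2 difference 1.55, SE 0.20, adjusted p = 0.00259), and 9 rose when adjusted over the list alone. The class II histocompatibility gene RT1-Ba had a difference of 0.72 (SE 0.17, adjusted p = 0.155). Markers of T cells differed by a mean of 0.21 over 18 genes (adjusted p = 0.00733, adjusted p = 0.669 with an estimated correlation), with 0 genes past the adjusted threshold and 0 when adjusted over the list alone. The T cell mean was 0.34 without NPr animal 1, and the call ended without NPr animal 4 (mean 0.10, adjusted p = 0.273) or Pr animal 5 (mean 0.13, adjusted p = 0.153).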

The data showed that most of the significantly positively enriched gene sets, in Pr vs. NPr rats were related to the immune system, (Table 2). 

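All 65 interferon-stimulated genes were higher in the aorta of Pr than of NPr rats, and the mean log2 difference was 1.15 (camera adjusted p = 8.1e-99). This was the call that held with an estimated correlation (adjusted p = 0.0227). In limma 22 of the 65 genes rose, and 50 when adjusted over the list alone. The interferon score was 0.47 ± 0.49 (SD, n = 5) in Pr, -0.68 ± 0.07 (SD, n = 4) in NPr and 0.08 ± 0.15 (SD, n = 5) in ExpPE rats. Every pregnant animal lay above every NPr animal (exact permutation p = 0.00794 for Pr and for ExpPE).

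Of 63 cytokine and chemokine genes, the signals between immune cells, 46 were higher in Pr, with a mean difference of 0.36 (adjusted p = 3.7e-06, adjusted p = 0.427 with an estimated correlation). In this list 1 gene rose, and 2 when adjusted over the list alone. Tnfsf13b, which encodes the B cell survival factor BAFF, had a difference of 1.30 (SE 0.38, adjusted p = 0.356). The cytokine score was 0.17 ± 0.25 (SD, n = 5) in Pr and -0.19 ± 0.07 (SD, n = 4) in NPr rats (exact permutation p = 0.0238).

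Within each of the 3 columns of the plate code the Pr animals had the higher mean score. The differences were 1.03, 0.88 and 1.99 for interferon-stimulated genes and 0.30, 0.18 and 0.82 for cytokines and chemokines, with 2 Pr and 2 NPr, 2 Pr and 1 NPr, and 1 Pr and 1 NPr animals. The third column compares Pr animal 3, which had the highest interferon score of its group (1.31, next 0.42), with NPr animal 3 alone.

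**Figure D1:**
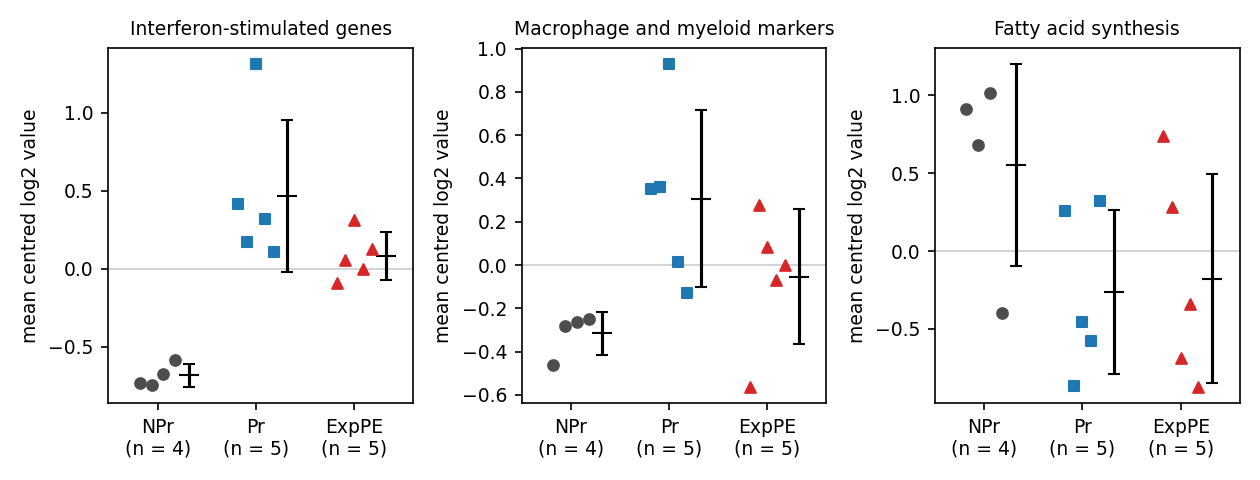
Scores of the interferon-stimulated, macrophage and myeloid, and fatty acid and triglyceride synthesis lists (mean centred log2 intensity of the genes of each list) for each of 4 NPr, 5 Pr and 5 ExpPE rats, with the mean and SD of each group in black. All pregnant animals lie above all NPr animals in the interferon score, and the groups overlap in the fatty acid score.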

The top four positively enriched gene sets were “interferon signalling”, “cytokine signalling in immune system”, “interferon gamma signalling” and “interferon alpha beta signalling”.

**Table 2:** Gene Set Enrichment Analysis, Pr vs. NPr.

#	Gene sets	Normalized enrichment score	Normalized p-value	False discovery rate Q-value
1	Interferon signaling	3.15	<0.001	<0.001
2	Cytokine signaling in immune system	3.08	<0.001	<0.001
3	Interferon gamma signaling	3.05	<0.001	<0.001
4	Interferon alpha beta signaling	2.97	<0.001	<0.001

Gene expression was measured with a whole-genome microarray and analyzed by Gene Set Enrichment Analysis. Listed are the top 4 positively enriched gene sets in healthy Pregnant (Pr) compared to Non-Pregnant (NPr).

### Experimental preeclampsia-induced changes (ExpPE vs. Pr)

The top 10 significantly up- and downregulated genes in ExpPE compared to Pr are shown in Table 3. The two most highly upregulated genes in ExpPE are important in the organization of muscles: *Ttn* (Titin) and *Tnni1* (troponin I type 1 [skeletal, slow]). 

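Ttn (Entrez gene 84015, chromosome 3), the giant spring protein of the sarcomere, had a log2 intensity of 5.28 ± 2.83 (SD, n = 5) in Pr, 8.30 ± 2.38 (SD, n = 5) in ExpPE and 5.02 ± 2.43 (SD, n = 4) in NPr rats. Its difference between ExpPE and Pr was 3.03 (SE 1.41, adjusted p = 0.574 from limma), a fold change of 8.16. Tnni1 (Entrez gene 29388, chromosome 13), the inhibitory troponin of slow skeletal muscle, had 4.19 ± 0.79 (SD, n = 5) in Pr and 5.90 ± 1.93 (SD, n = 5) in ExpPE rats, a difference of 1.71 (SE 0.76, adjusted p = 0.574). Neither difference passed the adjusted threshold, and the groups overlapped in both genes. Among the genes increased by RT qPCR in ExpPE compared to Pr rats the paper lists Ttn but not Tnni1. Ttn was high in single animals of every group, with 8.65 in NPr animal 3 and 10.33 in Pr animal 1, while the next highest animals of these groups had 3.95 and 4.24.

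Markers of skeletal muscle fibres moved with these genes. All 29 were higher in ExpPE than in Pr, with a mean log2 difference of 1.59 (camera adjusted p = 4.4e-06, adjusted p = 0.657 with an estimated correlation). The mean was 2.69 without Pr animal 1, and without ExpPE animals 1 and 2 it was 0.39 and did not pass (adjusted p = 0.543). The latter setting keeps Pr animal 1, with a fibre score of 3.94 (next in its group -1.43). With Pr animal 1 and NPr animal 3 left out as well, the list kept its call. Since the 4 animals then left out have the highest fibre scores of all, this selects on the score tested and is not independent support. In this list 0 genes passed the adjusted threshold in limma and 0 when adjusted over the list alone. Tnnt1, the troponin T of slow fibres, differed by 1.67 (SE 0.81) and Myh1, a myosin of fast fibres, by 3.31 (SE 1.72). The fibre score was 1.14 ± 1.77 (SD, n = 5) in ExpPE and -0.45 ± 2.45 (SD, n = 5) in Pr rats (exact permutation p = 0.254). Across the 14 animals Ttn, which is not in the fibre list, followed the fibre score with Pearson's r = 0.981 (permutation p = 1e-05, the smallest that 100000 permutations can give) and Spearman's rho = 0.965 (permutation p = 1e-05). Without ExpPE animal 1 and Pr animal 1, r was 0.993. The columns and rows of the plate code hold too few animals for a correlation within them.

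**Figure D2:**
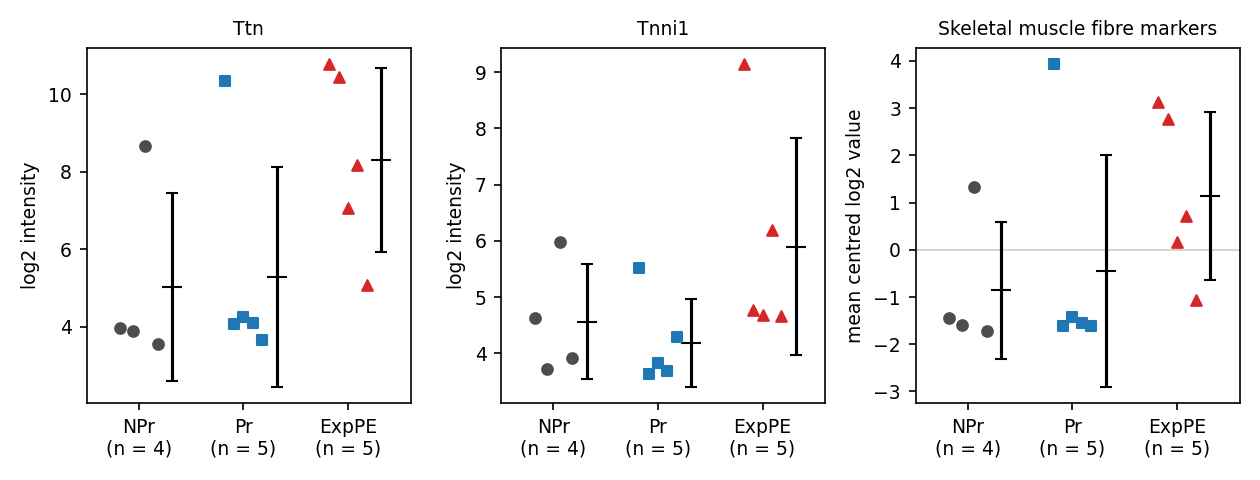
Log2 intensity of Ttn and of Tnni1 and the score of skeletal muscle fibre markers (mean centred log2 intensity) for each of 4 NPr, 5 Pr and 5 ExpPE rats, with the mean and SD of each group in black. NPr animal 3 and Pr animal 1 lie far above the rest of their groups in Ttn (8.65 and 10.33) and in the fibre score (1.32 and 3.94).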

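Nlrp1b and Ccl11, genes of innate and allergic inflammation, had their highest group mean in Pr rats, and NPr and ExpPE rats had lower means. Nlrp1b (Entrez gene 691998, chromosome 10), a sensor that assembles an inflammasome, had a log2 intensity of 6.48 ± 0.51 (SD, n = 5) in Pr, 4.91 ± 1.28 (SD, n = 5) in ExpPE and 4.97 ± 1.43 (SD, n = 4) in NPr rats. The difference between ExpPE and Pr was -1.57 (SE 0.62, adjusted p = 0.574 from limma). Ccl11 (Entrez gene 29397, chromosome 10), the eosinophil attractant eotaxin, had 7.99 ± 0.75 (SD, n = 5) in Pr, 6.63 ± 0.53 (SD, n = 5) in ExpPE and 6.20 ± 1.04 (SD, n = 4) in NPr rats. Its difference was -1.36 between ExpPE and Pr (SE 0.43, adjusted p = 0.574) and 1.79 between Pr and NPr (SE 0.46, adjusted p = 0.229). None of these differences passed the adjusted threshold.

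Several lists of immune genes were lower in ExpPE than in Pr. Of the interferon-stimulated genes 61 of 65 were lower, with a mean log2 difference of -0.39 (camera adjusted p = 7.8e-17, adjusted p = 0.427 with an estimated correlation), and Usp18, an interferon-induced brake on interferon signalling, differed by -0.76 (SE 0.24). All 24 macrophage markers were lower, with a mean of -0.36 (adjusted p = 2.2e-08, adjusted p = 0.435 with an estimated correlation). Coro1a, an actin regulator of blood cells, differed by -0.70 (SE 0.22) and Lyz2, the lysozyme of macrophages, by -0.55 (SE 0.22). The B cell markers had a mean difference of -0.44 (adjusted p = 8.6e-05, adjusted p = 0.499 with an estimated correlation), with 15 of 18 lower, and the antigen presentation genes had a mean of -0.13 (adjusted p = 0.0229, adjusted p = 0.721 with an estimated correlation). Cytokines and chemokines had a mean of -0.18, with 35 lower and 28 higher (adjusted p = 0.031, adjusted p = 0.682 with an estimated correlation). The complement and acute phase list (mean -0.10, adjusted p = 0.0996) and the T cell markers (mean -0.11, adjusted p = 0.158) did not pass. In these 7 lists 0 genes passed limma's adjusted threshold, and 1 gene, in the B cell list, fell when adjusted over the list alone. Without Pr animal 3 the interferon mean was -0.17 (adjusted p = 2.9e-09) and the macrophage mean -0.20 (adjusted p = 7.4e-05), and without ExpPE animal 1 the macrophage mean was -0.23. The B cell call ended without Pr animal 5 (mean -0.14, adjusted p = 0.106), and the antigen presentation call without ExpPE animal 1 (mean -0.064, adjusted p = 0.227), ExpPE animal 3 (-0.11, adjusted p = 0.111) or Pr animal 3 (-0.029, adjusted p = 0.478). The cytokine call ended without ExpPE animal 1 (-0.10, adjusted p = 0.274), ExpPE animal 5 (-0.17, adjusted p = 0.077) or Pr animal 3 (-0.083, adjusted p = 0.374). The complement list passed without ExpPE animal 2, Pr animal 4 or Pr animal 5 (means -0.13, -0.13 and -0.22) and its mean was 0.049 without Pr animal 3. The T cell list passed without ExpPE animal 2, ExpPE animal 5 or Pr animal 2 (means -0.18, -0.19 and -0.20) and its mean was 0.024 without ExpPE animal 1. Within the columns of the plate code the interferon score differed by -0.06, -0.19 and -1.22 between ExpPE and Pr.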

The most downregulated genes were *Nlrp1b* (NLR family, pyrin domain containing 1B) and *Ccl11* (chemokine [C-C motif] ligand 11). Also potentially interesting is #10 in the list, *Wnt16* (Wnt Family Member 16).

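Wnt16 (Entrez gene 500047, chromosome 4), a secreted ligand of the Wnt pathway, had a log2 intensity of 6.42 ± 0.65 (SD, n = 5) in Pr, 5.39 ± 0.69 (SD, n = 5) in ExpPE and 5.56 ± 0.63 (SD, n = 4) in NPr rats. The difference between ExpPE and Pr was -1.04 (SE 0.37, adjusted p = 0.574 from limma), and that between Pr and NPr was 0.86 (SE 0.40, adjusted p = 0.924), neither past the adjusted threshold. All 10 lower genes of Table 3 passed the study threshold, with log2 differences from -1.57 to -1.04, and 0 passed the adjusted p. Among them were Cd180, a Toll-like receptor relative of B cells (-1.04, SE 0.29), the class I histocompatibility gene RT1-CE5 (-1.09, SE 0.44) and Rpl23a, which encodes a protein of the large ribosomal subunit (-1.07, SE 0.42). The list of 36 ribosomal protein genes had a mean difference of -0.24 (camera adjusted p = 2.8e-06, adjusted p = 0.435 with an estimated correlation), with 32 lower, and the mean was -0.13 without ExpPE animals 1 and 2.

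The 10 higher genes of Table 3 also passed the study threshold, with differences from 1.18 to 3.03, and 0 passed the adjusted p. Apart from Ttn and Tnni1, they include the synaptic vesicle protein Syngr3 (1.31, SE 0.55), Scg3, a protein of secretory granules (1.20, SE 0.48), Rab6b, a neuronal GTPase (1.23, SE 0.55), and Mcpt9, a mast cell protease (1.18, SE 0.38). Markers of mast cells as a list had a mean difference of 0.12 over 15 genes (adjusted p = 0.344) and did not pass the test, with 0.032 without ExpPE animal 2 and 0.20 without ExpPE animal 5 (adjusted p = 0.0502). The Pr means of Scg3 (3.15) and Mcpt9 (3.52) lay below the 95th percentile of the sensory receptors, 3.91.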

**Table 3:** Top 10 significantly up- and downregulated genes, ExpPE vs. Pr.

Gene name	Fold change	p-value
*Ttn*	8.16	0.049
*Tnni1*	3.27	0.039
*RGD1564480*	2.49	0.004
*Syngr3*	2.48	0.031
*Ugt1a1*	2.46	0.021
*Rab6b*	2.34	0.041
*Scg3*	2.30	0.025
*Snca*	2.29	0.007
*Mcpt9*	2.26	0.008
*Add2*	2.26	0.028
*Nlrp1b*	−2.97	0.023
*Ccl11*	−2.57	0.007
*LOC100359993*	−2.55	0.017
*RGD1561778*	−2.51	0.002
*LOC100361319*	−2.15	0.008
*LOC681325*	−2.12	0.005
*RT1-CE5*	−2.12	0.026
*Rpl23a*	−2.10	0.022
*Cd180*	−2.06	0.002
*Wnt16*	−2.05	0.014

Gene expression was measured with a whole-genome microarray. ExpPE = Experimental Preeclampsia; Pr = healthy Pregnant.

Below the top 10 we also found some interesting genes with regard to possible changes in vascular function, for example *Nos1* (nitric oxide synthase 1; p = 0.044, fold change = 1.67), *Edn3* (endothelin 3, p = 0.034, fold change = 1.46), and *Ang2* (angiogenin, ribonuclease A family, member 2; p = 0.010, fold change = 1.45) were upregulated in ExpPE compared to Pr and *Esm1* (endothelial cell specific molecule 1; p = 0.026, fold change −1.78) was downregulated in ExpPE compared to Pr.

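Among genes of vasoactive systems, Nos1, Edn3 and Ang2 had higher and Esm1 had lower means in ExpPE than in Pr rats, and none passed the adjusted threshold. Nos1 (Entrez gene 24598, chromosome 12), the neuronal nitric oxide synthase, had a log2 intensity of 4.63 ± 0.72 (SD, n = 5) in Pr and 5.37 ± 0.56 (SD, n = 5) in ExpPE rats, a difference of 0.74 (SE 0.34, adjusted p = 0.574 from limma). Edn3 (Entrez gene 366270, chromosome 3), a peptide of the endothelin family, had 3.68 ± 0.12 (SD, n = 5) and 4.22 ± 0.62 (SD, n = 5), a difference of 0.54 (SE 0.23), and its Pr mean lay below the 95th percentile of the sensory receptors. Ang2 (Entrez gene 497229, chromosome 15), here an angiogenin of the ribonuclease family, had 5.04 ± 0.29 (SD, n = 5) in ExpPE rats and a difference of 0.54 from Pr rats (SE 0.18). Esm1 (Entrez gene 64536, chromosome 2), a proteoglycan secreted by endothelial cells, had 6.69 ± 0.75 (SD, n = 5) in Pr, 5.86 ± 0.58 (SD, n = 5) in ExpPE and 5.67 ± 0.29 (SD, n = 4) in NPr rats, a difference of -0.83 between ExpPE and Pr (SE 0.33).

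Over the 57 genes of vasoactive systems (receptors, ligands and enzymes of vessel tone) the mean difference between ExpPE and Pr was 0.03, with 32 higher and 25 lower (camera adjusted p = 0.688). Adra2b, an adrenergic receptor, differed by 0.42 (SE 0.16) and Ptger1, a prostaglandin E receptor, by 0.53 (SE 0.21). Between ExpPE and NPr, the angiotensin II receptor gene Agtr1a differed by 0.52 (SE 0.14, adjusted p = 0.502) and the adrenergic receptor gene Adra2a by 0.67 (SE 0.22, adjusted p = 0.64). Endothelial markers differed by a mean of -0.03 over 21 genes (adjusted p = 0.568), and by -0.14 without ExpPE animal 2, which passed the test (adjusted p = 0.00701). Contractile genes of smooth muscle had a mean of -0.28, with 19 of 20 lower (adjusted p = 0.00302, adjusted p = 0.721 with an estimated correlation). The smooth muscle mean was -0.43 without ExpPE animal 3 or 5, -0.42 without Pr animal 1 and -0.19 without ExpPE animal 1. Its call ended without ExpPE animal 2 (mean -0.015, adjusted p = 0.72), and the mean turned to 0.20 without ExpPE animals 1 and 2. In the endothelial and smooth muscle lists 0 genes passed the adjusted threshold over all genes or over the list alone.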

GSEA was performed comparing ExpPE to Pr. The most positively enriched gene sets were “potassium channels”, “striated muscle contraction” and the “neuronal system” (Table 4). 

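Genes of potassium channels, of striated muscle contraction and of the neuronal system were each higher as a group in ExpPE than in Pr rats, and no single gene of them passed the adjusted threshold. Of 88 potassium channel genes, which set the membrane potential, 71 were higher, with a mean log2 difference of 0.20 (camera adjusted p = 1.8e-06, adjusted p = 0.435 with an estimated correlation). The 39 voltage-gated channels among them had a mean of 0.25, with 35 higher (adjusted p = 2.8e-06, adjusted p = 0.427 with an estimated correlation). The potassium channel score was 0.12 ± 0.13 (SD, n = 5) in ExpPE and -0.08 ± 0.07 (SD, n = 5) in Pr rats (exact permutation p = 0.0159). Compared to NPr rats, the potassium channel genes had a mean of 0.16 in ExpPE (adjusted p = 0.00019, adjusted p = 0.499 with an estimated correlation), with 1 gene risen when adjusted over the list alone.

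Of 34 genes of striated muscle contraction 27 were higher, with a mean of 0.88 (adjusted p = 0.00029, adjusted p = 0.435 with an estimated correlation). Actc1, the actin of heart muscle, differed by 0.83 (SE 0.28), while Tpm4, a tropomyosin of many cell types, differed by -0.39 (SE 0.17). The score was 0.60 ± 0.82 (SD, n = 5) in ExpPE and -0.28 ± 1.04 (SD, n = 5) in Pr rats (exact permutation p = 0.175). With the 10 genes shared with the skeletal muscle fibre list removed the mean was 0.57 (adjusted p = 0.00987), and with the fibre score as a covariate in addition it was 0.25 and did not pass (adjusted p = 0.0803). The mean of all 34 genes was 1.35 without Pr animal 1, and without ExpPE animals 1 and 2 it was 0.36 and did not pass (adjusted p = 0.0732). The latter setting keeps Pr animal 1, whose striated muscle score of 1.58 stood apart in its group (next -0.60). With Pr animal 1 and NPr animal 3 left out as well, the list kept its call. Since the 4 animals then left out have the highest striated muscle scores of all, this selects on the score tested and is not independent support. Compared to NPr rats the list had a mean of 1.01 (adjusted p = 8.6e-05, adjusted p = 0.435 with an estimated correlation), or 0.49 without ExpPE animals 1 and 2 (adjusted p = 0.0412), and with the shared genes removed and the fibre score as a covariate it was 0.16 and did not pass (adjusted p = 0.265).

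Of 175 genes of the neuronal system other than potassium channels, 143 were higher, with a mean of 0.26 (adjusted p = 7.8e-08, adjusted p = 0.427 with an estimated correlation). Lrfn1, a synaptic adhesion protein, differed by 0.75 (SE 0.20). The score was 0.16 ± 0.28 (SD, n = 5) in ExpPE and -0.11 ± 0.11 (SD, n = 5) in Pr rats (exact permutation p = 0.0952). The mean was 0.17 without ExpPE animal 1, and without ExpPE animals 1 and 2 it was 0.06 and did not pass (adjusted p = 0.063). Compared to NPr rats the list had a mean of 0.22 (adjusted p = 3.2e-05, adjusted p = 0.435 with an estimated correlation), but 0.13 without ExpPE animal 1, and 0.023 without ExpPE animals 1 and 2, which did not pass (adjusted p = 0.435). In these lists 0 genes passed the adjusted threshold in limma, over all genes or over the list alone, between ExpPE and Pr. Within the 3 columns of the plate code the score differences between ExpPE and Pr were 0.01, 0.18 and 0.36 for potassium channels, -0.28, 1.87 and 1.03 for striated muscle contraction and 0.02, 0.30 and 0.40 for the neuronal system. In the row that ExpPE animals 1 and 2 share with NPr animal 4, the scores differed by 0.32 (potassium channels), 2.18 (striated muscle contraction), 0.58 (neuronal system) and 3.16 (sympathetic and chromaffin markers) between ExpPE and NPr.

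Markers of other cell types moved with these groups. Markers of sympathetic neurons and chromaffin cells had a mean difference of 0.90 between ExpPE and Pr, with 31 of 32 higher (adjusted p = 4.2e-08, adjusted p = 0.525 with an estimated correlation), and Chga, a protein of catecholamine granules, differed by 0.87 (SE 0.26), from a Pr mean of 3.80, below the 95th percentile of the sensory receptors. The mean of these markers was 0.31 without ExpPE animal 1 and -0.24 without ExpPE animals 1 and 2. Markers of Schwann cells and glia had a mean of 0.38, with 23 of 26 higher (adjusted p = 2.8e-06, adjusted p = 0.427 with an estimated correlation), or 0.17 without ExpPE animals 1 and 2. The sensory receptor genes taken as background had a mean of 0.12, with 939 of 1189 higher (adjusted p = 5.5e-07, adjusted p = 0.657 with an estimated correlation), or 0.073 and 0.080 without ExpPE animals 2 and 4.

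Relations between the scores of these 3 groups and of 4 marker lists were computed across the 14 animals, 12 in all, with genes common to both lists removed. The columns and rows of the plate code hold too few animals for a relation within them. The potassium channel score followed the sensory receptor score with Pearson's r = 0.858 (permutation p = 0.00027, adjusted p = 0.00162) and Spearman's rho = 0.71 (permutation p = 0.00599, adjusted p = 0.0213), and r was 0.653 without ExpPE animals 2 and 4. With each group centred on its mean, r was 0.866 (permutation p = 0.00129, adjusted p = 0.00774). The striated muscle score followed the skeletal muscle fibre score with r = 0.901 (permutation p = 2e-05, adjusted p = 0.00024) and rho = 0.837 (permutation p = 0.0004, adjusted p = 0.0048), and r was 0.875 without ExpPE animal 1 and Pr animal 1. The neuronal score followed the sympathetic and chromaffin score with r = 0.897 (permutation p = 0.00068, adjusted p = 0.00272) and rho = 0.802 (permutation p = 0.001, adjusted p = 0.006). This relation rests on ExpPE animals 1 and 2, as r was 0.417 without them.

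**Figure D3:**
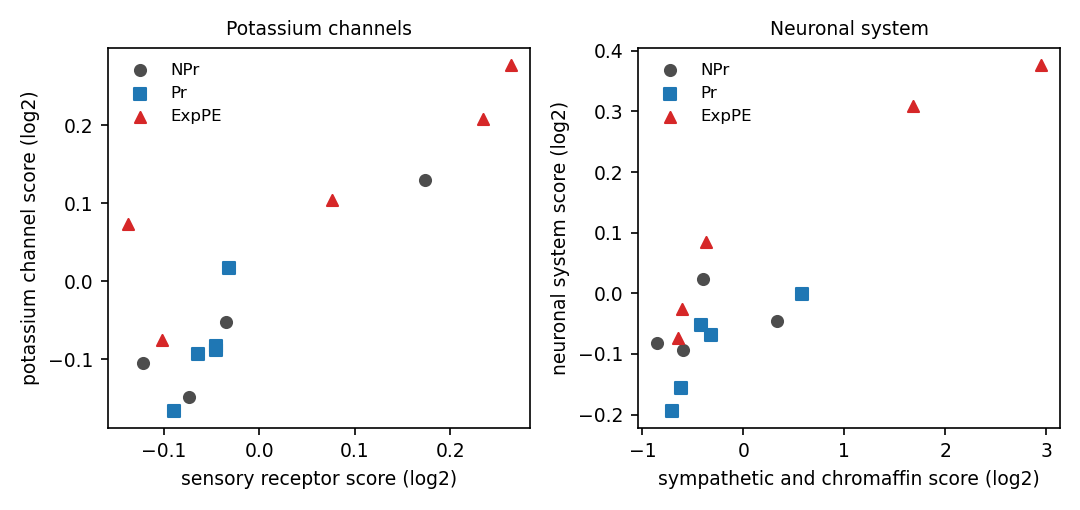
Left, potassium channel score against the score of sensory receptor genes. Right, neuronal system score (169 genes, those shared with the marker list removed) against the score of sympathetic neuron and chromaffin markers. Each point is 1 of 14 rats, scores are mean centred log2 intensities, and ExpPE animals 1 and 2 are the 2 points at the right of the neuronal plot (marker scores 2.94 and 1.68).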

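Kcna6, Kcnh8 and Hcn4 encode ion channels that repolarize or pace excitable cells, and their levels were low in all groups. Kcna6 (Entrez gene 64358, chromosome 4), a voltage-gated potassium channel, had a log2 intensity of 3.55 ± 0.18 (SD, n = 5) in Pr and 4.12 ± 0.24 (SD, n = 5) in ExpPE rats. The difference was 0.57 between ExpPE and Pr (SE 0.15, adjusted p = 0.574 from limma) and 0.76 between ExpPE and NPr (SE 0.16, adjusted p = 0.193). Kcnh8 (Entrez gene 246325, chromosome 9), a channel of the ether-a-go-go family, had 3.64 ± 0.24 (SD, n = 5) in Pr and 4.12 ± 0.22 (SD, n = 5) in ExpPE rats, a difference of 0.48 (SE 0.15). In Kcna6 and Kcnh8 every ExpPE animal lay above every Pr animal. Hcn4 (Entrez gene 59266, chromosome 8), a pacemaker channel, differed by 0.41 (SE 0.13), with overlapping groups. None of the 3 genes passed the adjusted threshold. The Pr means of Kcna6 and Kcnh8 lay below 3.91, the 95th percentile of the sensory receptors, as did the mean of 33 of the 88 potassium channel genes (37.5%).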

The genes that contribute the most within the potassium channels gene set are *Kcna6*, *Kcnh8* and *Hcn4*. The genes that contribute the most within the neuronal system gene set are *Kcna6*, *Cacng3* and *Syn3*, and for the striated muscle contraction gene set are *Myh8*, *Tnni1* and *Myh3*. 

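Cacng3 and Syn3 act at synapses, and Myh8 and Myh3 are myosins of developing skeletal muscle. Cacng3 (Entrez gene 140724, chromosome 1), a calcium channel subunit that also guides glutamate receptors, had a log2 intensity of 2.68 ± 0.12 (SD, n = 5) in Pr and 3.33 ± 0.42 (SD, n = 5) in ExpPE rats, both below the 95th percentile of the sensory receptors. Its difference was 0.65 (SE 0.18, adjusted p = 0.574 from limma), while the paper reports no significant increase of Cacng3 between these groups by RT qPCR. Syn3 (Entrez gene 29130, chromosome 7), a synapsin of synaptic vesicles, differed by 0.62 (SE 0.18). Myh8 (Entrez gene 252942, chromosome 10) differed by 0.38 (SE 0.16) and Myh3 (Entrez gene 24583, chromosome 10) by 0.42 (SE 0.19). The adjusted p was 0.574 for all 4 genes, and none passed the threshold. The means of Myh3 in Pr (3.39) and ExpPE rats (3.81) and the mean of Myh8 in Pr rats (3.75) also lay below that percentile, 3.91. In Myh3 Pr animal 1 had the highest log2 intensity of its group, 3.57.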

A heatmap of the 20 most strongly contributing genes in the potassium channels gene set was generated (Fig. 3).

**Table 4:** Gene Set Enrichment Analysis, ExpPE vs. Pr.

**#**	**Gene sets**	**Normalized enrichment score**	**Normalized p-value**	**False discovery rate Q-value**
1	Potassium channels	2.40	<0.001	<0.001
2	Voltage gated potassium channels	2.40	<0.001	<0.001
3	Striated muscle contraction	2.35	<0.001	<0.001
4	Neuronal system	2.30	<0.001	<0.001

Gene expression was measured with a whole-genome microarray and analysed by Gene Set Enrichment Analysis. Listed are the top 4 positively enriched gene sets in Experimental Preeclampsia (ExpPE) compared to healthy Pregnant (Pr).

**Figure 3:**
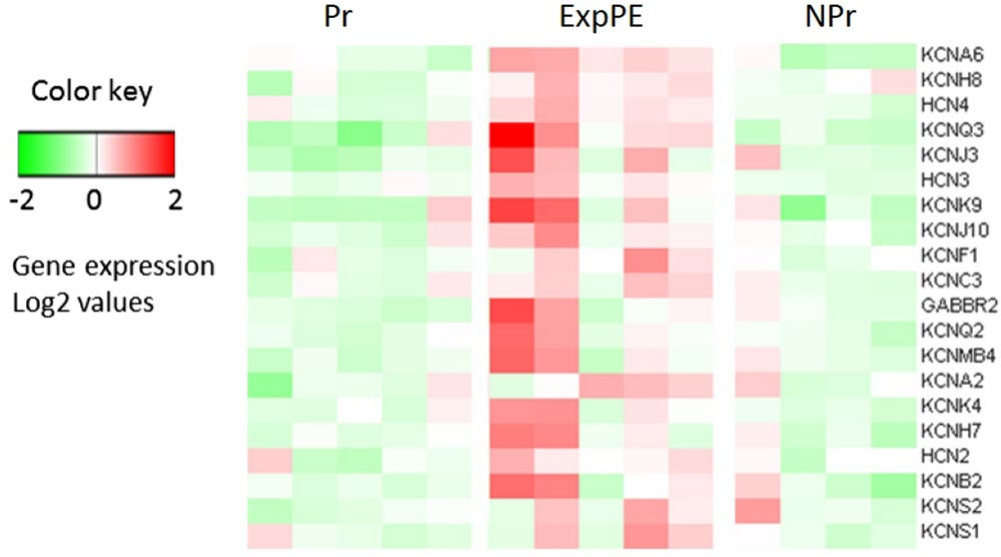
Heatmap of the 20 most contributing genes to the positive enrichment of the potassium channel gene set. The average expression of all samples was used as a reference to calculate the relative gene expressions. Pr = healthy Pregnant; NPr = Non-Pregnant; ExpPE = Experimental Preeclampsia.

### Microarray validation

Real-time quantitative PCR (RT qPCR) was performed to validate the microarray data. Gene expression levels of 11 genes in total were evaluated. The 11 genes chosen were of most interest because they include: the top 2 upregulated genes in ExpPE vs. Pr which were also in the “striated muscle contraction” gene set. Two additional genes of the same gene set were also included, the top 5 mostly contributing genes to the enrichment of the gene set “potassium channels”, and the top 3 genes of the “neuronal system”. For 9 of the 11 genes a significant linear correlation was found between RT qPCR data and array data (Supplementary Fig. 1). For *Myh3* and *Myh8* (Supplementary Fig. 1C,D) no linear correlation was found, probably due to very low expression values which are not properly detectable by RT qPCR.

### LPS-infusion in NPr controls

As a control for LPS effects, expression of 11 genes (also included in the validation of the array) was measured by RT qPCR in LPS-infused non-pregnant rats (Fig. 4). *Ttn*, *Myh3*, *Myh8*, *Kcna6*, *Kcnh8* (Fig. 4A,C–F), *Hch4 (*Fig. 4I), and *Syn3* (Fig. 4K) were all significantly increased in ExpPE rats vs Pr rats, but not in NPr + LPS vs NPr. The expressions of the genes *Kcnq3* (Fig. 4G), and *Cacng3* (Fig. 4J) were significantly increased in NPr + LPS vs NPr and not in ExpPE vs Pr.

**Figure 4:**
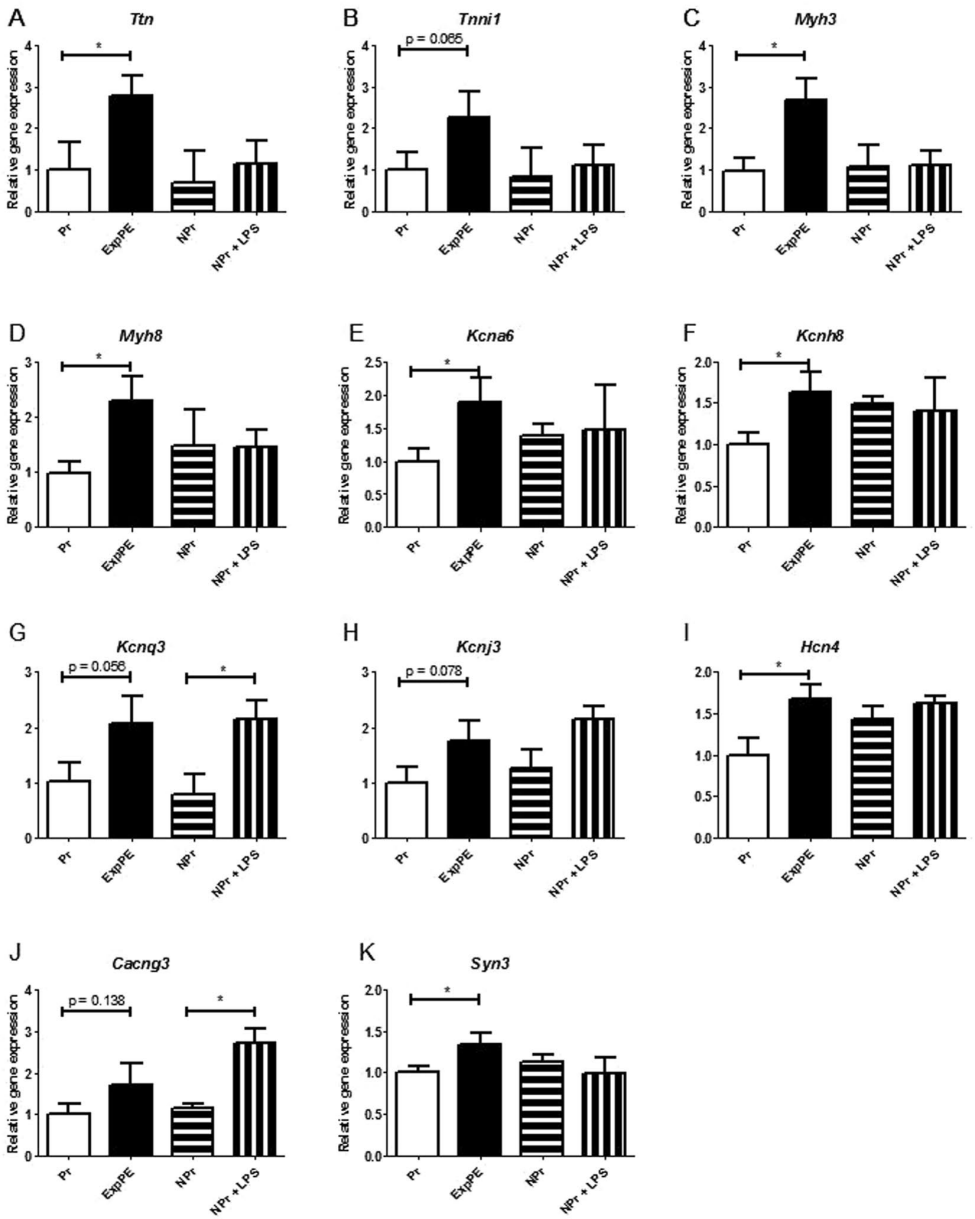
Gene expression was measured by RT qPCR of an additional control group for LPS infusion in non-pregnant animals. Expression levels of *Ttn*, *Tnni1*, *Myh3*, *Myh8*, *Kcna6*, *Kcnh8* (**A**–**F**), *Kcnj3, Hch4*, (**H**,**I**), and *Syn3* (**K**) did not differ between NPr and NPr + LPS animals. The genes *Kcnq3* (**G**), and *Cacng3* (**J**) were found differently expressed due to LPS infusion independent of pregnancy. Pr = healthy Pregnant; ExpPE = Experimental Preeclampsia; NPr = Non-Pregnant; NPr + LPS = Non-Pregnant + LPS. Data are presented as mean ± SEM. * p < 0.05.

### *Ex vivo* aortic ring contractile response to KCl

To examine functional changes of the aorta in response of potassium ions, aortic rings were incubated with KCl *ex vivo* and the contractility of the rings was measured. The contractile response of ExpPE aortic rings was significantly decreased compared to Pr rats (Fig. 5). Non-pregnant animals treated with LPS did not differ in contractile aortic response after KCL incubation compared to non-pregnant animals without LPS treatment.

**Figure 5:**
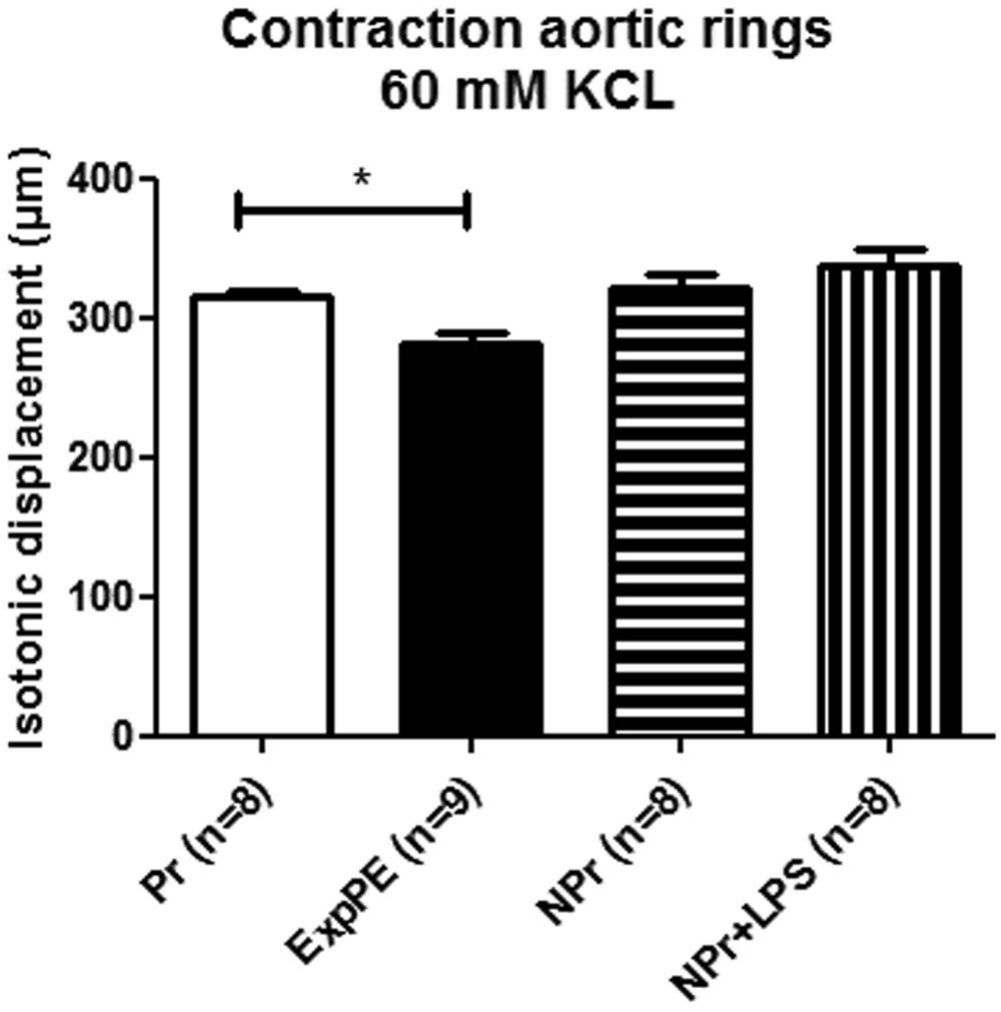
Contractility of aortic rings (isotonic displacement (microns)) after KCl (60 mM) incubation of 10 minutes. Aorta rings of Experimental Preeclamptic animals (ExpPE) had a significantly decreased response to KCl compared to healthy Pregnant (Pr) animal aorta rings. Non-Pregnant animals treated with LPS (NPr + LPS) did not differ in contractile aortic response after KCL incubation compared to Non-Pregnant animals without LPS treatment (NPr). Data are presented as mean ± SEM. * p < 0.05.

## Discussion

The aim of this study was to evaluate changes in the vascular transcriptome due to experimental preeclampsia in the rat. Therefore, we examined gene expression patterns in aortic tissue in non-pregnant, healthy pregnant and experimental preeclamptic rats by microarray technology. Eleven upregulated genes in ExpPE vs. Pr were validated by RT qPCR, and also evaluated in an additional control group of non-pregnant animals infused with LPS. This study showed that the gene sets “potassium channels”, “striated muscle contraction” and “neuronal system” were positively enriched in aortic tissue from preeclamptic rats vs. healthy pregnant rats (Fig. 6).

**Figure 6:**
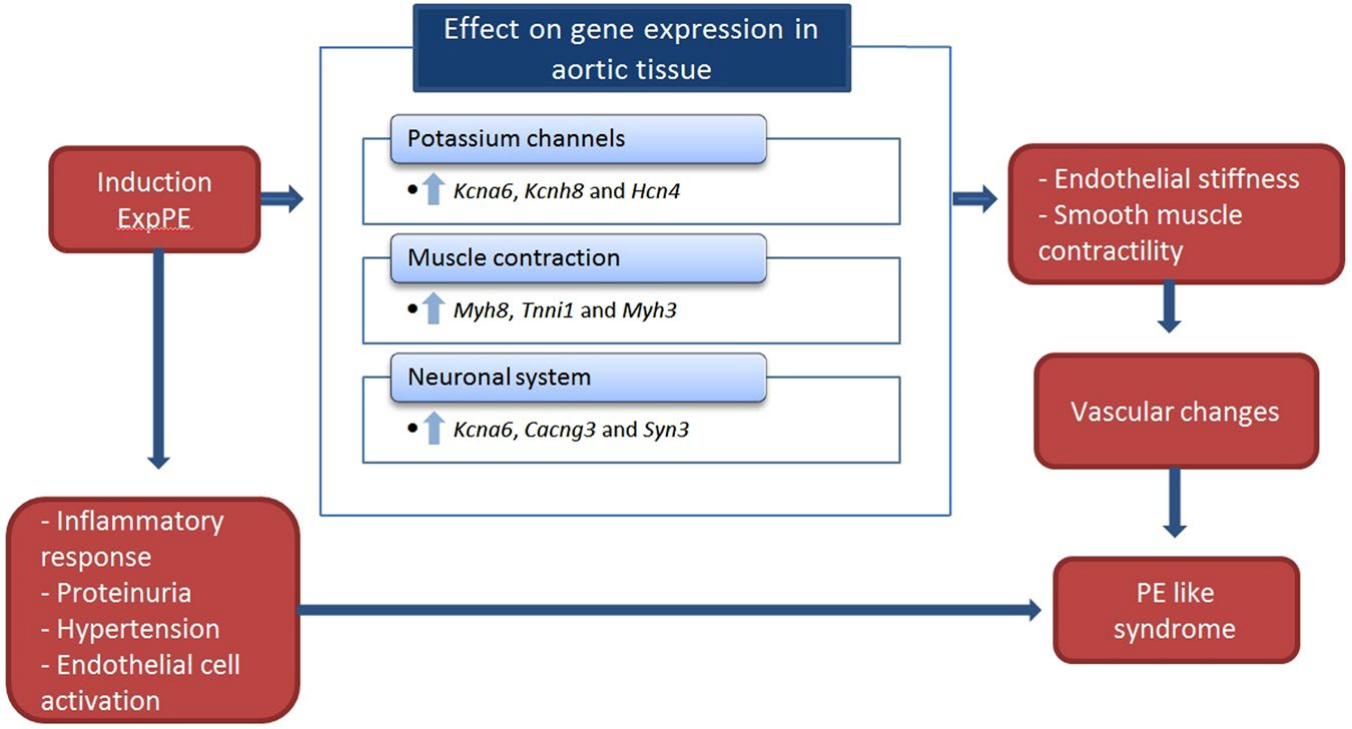
Schematic overview of the main findings and the hypothesis of the role of the findings. During pregnancy the experimental preeclamptic syndrome is induced, resulting in the main features of preeclampsia. Gene expression in the aorta is changed compared to healthy pregnant control animals which can lead to vascular changes in the animals and contribute to the preeclamptic syndrome. The three most contributing genes to the positively enriched gene sets are shown.

During pregnancy the maternal vascular system undergoes considerable adaptations, which are of importance for maternal health and fetal growth and development^20,21^. In the present study, we found pregnancy-induced adaptations in gene expression patterns in aortic tissue by comparing the Pr group with the NPr controls. We found that over 600 genes were differentially expressed in the aorta between the Pr and NPr group. The most notable changes were seen in genes associated with the immune system, such as the twelve-fold upregulation of *Cxcl13*, which encodes for a B-cell-attracting chemokine. *Mmp3*, which encodes for matrix metallopeptidase 3, was also upregulated in aortic tissue during Pr compared to NPr, which was also shown by Kelly *et al*.^22^. The *Mmp* family plays a role in vascular remodelling and angiogenesis by the degradation of extracellular matrix^23,24^.

GSEA was done to find functional changes in gene expression between the groups, with the use of predefined sets of genes. Each gene set encodes for one shared biological function, regulation or chromosomal location^25^. GSEA revealed that gene sets related to interferon (γ) signalling and cytokine signalling were highly positively enriched in the healthy pregnant group compared to NPr controls. Interferon γ is known to have a pro-inflammatory effect on the endothelium by upregulation of surface adhesion molecules and chemokines, such as CXCR3, CCR5, and CX3CR1 ligands^26^. Cytokine signalling in the endothelium may play an important role in the immune system and could be related to important changes in the immune system necessary for a healthy pregnancy^27,28^.

Experimental preeclampsia in rats induced with low-dose LPS during pregnancy is one of the main models to study the effects of preeclampsia on both the mother and the offspring^15,18,29–33^. We choose to use the aorta, since the aorta is easily accessible and often used for studies of vascular function in pregnancy, including our own studies^15,34–36^. The aorta, however, is a typical conductance vessel, rather than a resistance vessel associated with blood pressure regulation. Although the present study showed differential regulation of various genes and gene sets between the three groups of rats, in future studies we will need to confirm the role of these gene sets in hypertension and vascular function in resistance vessels.

The comparison of ExpPE with Pr revealed that over 500 genes were significantly (p < 0.05) differently expressed in the aorta with a relatively high fold change (>1.4 or <−1.4). The most upregulated genes in ExpPE compared to Pr were *Ttn* (Titin) and *Tnni1* (troponin I type 1 [skeletal, slow]), which are both important in muscle organization^37,38^. While the protein Titin is mostly known for its expression in skeletal muscle, it is also expressed in smooth muscle of the aorta^37^. Granzier *et al*.^39^ hypothesize that Titin could influence structural integrity and passive elasticity of smooth muscle tissues by linking dense bodies to thick filaments. Titin is also associated with heart failure with preserved ejection fraction by influencing the elasticity of myocardial muscle^40,41^. An increase of certain isoforms of Titin, which is also detected in a spontaneously hypertensive rat model^42^, correlates with increased passive stiffness of muscle tissue^39,43^. We are the first to hypothesize a role of increased Titin in hypertension in relation to preeclampsia. Multiple other genes associated with vascular function (*Nos1*, *Edn3* and *Ang2*) were also upregulated in ExpPE.

The most downregulated genes were *Nlrp1b* (NLR family, pyrin domain containing 1B) and *Ccl11* (chemokine [C-C motif] ligand 11). The proteins encoded by these genes both play a role in inflammation. *Nlrp1b* also plays a role in programmed cell death. Also potentially interesting is #10 in the list of downregulated genes, *Wnt16* (Wnt Family Member 16). The Wnt family is implicated in various developmental processes^44^. Downregulation of *Wnt16* is associated with vascular calcification^45^, which plays a role in vascular stiffness and is associated with hypertension^46^. The protein Wnt16 has been reported in circulatory vesicles of healthy pregnant women, while it was not detected in preeclamptic women^47^. If this gene is downregulated in preeclamptic patients, it may contribute to the development of artery calcification, which is observed in formerly preeclamptic women later in life^48^.

We performed a GSEA analysis in order to evaluate which gene sets are up- or downregulated in the aorta of preeclamptic rats. We showed that the most positively enriched gene sets were “potassium channels”, “striated muscle contraction” and “neuronal system”. The first 16 most highly contributing genes for the positive enrichment of the potassium channel gene set are significantly upregulated in ExpPE compared to Pr, 11 of these 16 genes are significantly upregulated in ExpPE compared to NPr controls. 

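Of the 20 potassium channel genes drawn in Fig. 3, 16 were higher in ExpPE than in Pr rats and 10 higher in ExpPE than in NPr rats at an unadjusted p under 0.05, and none passed the adjusted threshold. Between ExpPE and Pr rats the log2 differences of the 20 genes in limma lay between 0.36 and 1.13, and 8 genes passed the study threshold, 0 the adjusted p over all genes, and 7 passed when adjusted over the list alone. Between ExpPE and NPr rats 6 passed the study threshold, 0 the adjusted p, and 1 when adjusted over the list alone. The paper chose these genes on the same animals, so that these counts are not independent evidence of their direction. Kcnq3, of the channels that carry the M-current of neurons, had the largest difference, 1.13 (SE 0.34, adjusted p = 0.574), and Kcnj3, an inward rectifier, differed by 0.81 (SE 0.26). By RT qPCR the paper reports no significant increase of Kcnq3 in ExpPE compared to Pr rats, and it does not list Kcnj3 among the increased genes. The mean intensity of 10 of the 20 genes lay below the 95th percentile of the sensory receptors, as did the Pr means of Kcnq3 (3.39) and Kcnj3 (2.86). The count of 16 was 9 without ExpPE animal 2 or Pr animal 4, 5 after a further quantile normalization, 7 with the nerve marker score as a covariate and 8 with the skeletal muscle or the sensory receptor score. The count of 10 was 4 without ExpPE animal 2, 5 without NPr animal 4 or after quantile normalization, 6 without NPr animal 2, in a fit of only the 2 groups or with the nerve marker score, and 16 without ExpPE animal 3.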

Since none of these genes are different between Pr and NPr animals, the effect of experimental preeclampsia on potassium channel gene expression is specific for experimental PE and not induced by pregnancy. 

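Between Pr and NPr rats, 0 of the 20 potassium channel genes of Fig. 3 had an unadjusted p under 0.05 in limma, and 0 passed the adjusted p. Their log2 differences lay between -0.32 and 0.20. The adjusted p of this comparison over all 88 potassium channel genes was 0.403 (camera), with a mean log2 difference of -0.04. In preranked gene set enrichment their normalized score was -1.32 (adjusted p = 0.0759), which did not pass. The voltage-gated channels among them passed on the lower side in Pr, with -1.61 (adjusted p = 0.0238). So did the sensory receptor genes taken as background, with -1.57 (adjusted p = 1.2e-09). From the lack of a difference of these genes between Pr and NPr rats, the paper concludes that the effect on potassium channel genes belongs to experimental preeclampsia and is not brought about by pregnancy.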

Potassium channels play an important role in the vasculature by the establishment of the membrane potential^49^. The membrane potential determines the depolarization/repolarization state of cells, which affects the contractility of vascular smooth muscle cells^49,50^. Endothelial cells also express potassium channels^51^. The channels regulate the endothelial cell membrane potential and are, via Ca^2+^ signalling, involved in the production and release of endothelial derived vasoactive factors, such as nitric oxide, prostaglandins and EDHF^52^.

A role of potassium channels in aortic contraction in experimental preeclampsia may be in line with previous studies from our lab in the same model, in which we found an increased effect of EDHF and a decreased effect of prostaglandins in endothelial acetylcholine induced vasodilation in the aorta of preeclamptic rats vs. the aorta of healthy pregnant rats^15^. In this same study, we also found increased angII sensitivity in the aortas of preeclamptic rats. Since both EDHF and prostaglandins^53^, but also angII^54,55^ may affect vascular function via potassium channels, potassium channels may play a central role in the endothelial dysfunction in this model. This is also obvious from our *ex vivo* experiment in which aortic rings were treated with potassium chloride to induce contraction. We found decreased contraction in the aortic rings from preeclamptic rats, which may also suggests a different function of potassium channels in aortas of preeclamptic rats. Further studies are, however, needed to show the role of the increased expression of potassium channel genes in the decreased response to potassium in the aortas of rats with ExpPE, since potassium induced contraction in the *ex vivo* aortic contraction experiment may be due to membrane depolarization activating voltage operated calcium channels, inducing the influx of calcium into the cells and thereby contraction^56^. Our suggestion of a role for potassium channels in the hypertension in preeclampsia, seems to be in line with data from previous studies. It has been shown that during hypertension, ion channels are remodelled in the vasculature^57^, suggesting an important role of ion channels in the modulation of vascular tone. In line with the role of increased expression of potassium channels in hypertension, Cox *et al*.^58^ found found increased expression levels of some potassium channel genes in the hypertensive animals as compared with normotensive animals^58^. Other studies with hypertensive rat models also showed that the expression of potassium channel genes influence vascular dysfunction^59^ or hypertension^60^, though in these two studies a decrease or inhibition of a potassium channel gene induces this effect. Since upregulation of potassium channels is often associated with vasodilation^49^ we speculate that the increase in genes encoding for the gene set potassium channels could be an compensatory mechanism (which is insufficient in the present model), related to hypertension induced by other mechanisms, such as sympathetic activation^61^. The exact role of potassium channels in our model therefore needs further investigation.

Although our results strongly indicate a role of potassium channels in the pathogenesis of the present model, it remains to be established whether the changes in potassium channels also occur in preeclampsia. Watanapa *et al*.^62^ suggest such a role for potassium channels in preeclampsia, since they showed changes in potassium currents after incubation of endothelial cells with human preeclamptic plasma. It appeared that due to incubation with plasma, the inward K + currents were decreased compared to stimulation with plasma from healthy pregnancy, which may result in endothelial cell dysfunction and in a reduced production and release of vasodilators of endothelial cells^62^.

Next to the potassium channels gene set, the neuronal system gene set and striated muscle contraction gene set were also highly upregulated. Although in our model we did not study sympathetic activity, the upregulation of genes important in the neuronal system may suggest that neuronal genes affect vascular function in this model of experimental preeclampsia. The autonomic nervous system innervates the vascular wall and mediates vascular tone^63^: increased sympathetic activation, which is part of the autonomic nervous system, is strongly correlated with human hypertension^64^ as well as with hypertension during pregnancy^65^. Upregulated genes in the neuronal system could indicate an increased sympathetic activity resulting in vasoconstriction, contributing to the hypertension in our model. This data seem to be in line with the suggestion of Schobel *et al*. stating that during preeclampsia over-activity of the sympathetic system occurs^66^.

The gene set for striated muscle contraction was also upregulated. Signalling pathways in striated muscle contraction (including skeletal and cardiac muscle contraction) have many similarities with signalling pathways in smooth muscle contraction^67^. Furthermore, smooth muscle cells of the embryonic dorsal aorta, which progresses into the descending aorta, have a common clonal origin with skeletal muscle cells^68^. So, in analogy with skeletal muscle^38,69–71^, we speculate that this gene set also plays a role in smooth muscle contraction of the aorta and thus contributes to the hypertension in our model.

Although we did not include non-pregnant LPS rats in the array, we used RT qPCR to test the expression of the 11 most relevant upregulated genes in ExPE vs Pr rats. In line with our expectation that LPS would not affect gene expression in non-pregnant rats, nine out of eleven genes did indeed not respond to LPS in non-pregnant animals. Only the genes *Kcnq3* and *Cacng3*, increased upon LPS infusion in non-pregnant animals. Thus, the results suggest that most, but not all, genes differentially expressed in the preeclamptic animals are pregnancy specific and related to the preeclamptic state in the rat.

In conclusion, our data showed that experimental preeclampsia in rats resulted in changes in gene expression levels in the aorta compared to healthy pregnant rats. The data suggest that in the present model potassium channels and innervation as well as (striated) muscle contraction in the aorta may play a role in the pathophysiology. Whether similar changes take place in the vasculature in human preeclampsia remains to be established. We are currently preparing experiments in which cultured human endothelial and vascular smooth muscle cells are incubated with human preeclamptic and healthy pregnant plasma, followed by gene expression measurements. Our findings may contribute to a better understanding of the effects of the preeclamptic syndrome on the maternal vasculature. It may also help to explain the long-term effects of preeclampsia on the increased incidence for heart and vascular disease.

## Materials and Methods

### Animal model

Animal material was used from previously conducted experiments^15^. The use of animals was approved (application number: DEC-5516A) by the Ethical Committee for Animal Experimentation of the University of Groningen and animal experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Wistar outbred rats (Harlan Inc, Horst, the Netherlands) were housed in a 12-hour light-dark cycle with food and water ad libitum. A cannula was placed into the right jugular vein in animals at day 0 of pregnancy and also in age matched non-pregnant control animals while anesthetized with isoflurane/oxygen.

Animals were infused with either LPS (E-Coli, 0.55: B5, Whittaker MA Bioproducts, Walkerville, Md.) or saline 14 days after cannula placement. Experimental preeclamptic rats were infusede with LPS for 1 hour with 1 μg/kg bodyweight dissolved in 2 ml saline (n = 9). The Pr control animals received saline only (2 ml during 1 h; n = 8).

At day 20 of pregnancy, the animals were euthanized by decapitation and thoracic and abdominal aortas were isolated and cleaned from surrounding tissue. Non-pregnant female rats with saline (n = 8) or LPS (n = 8) infusion were euthanized on diestrus, and aortas were isolated and cleaned from surrounding tissue. The thoracic aortas were placed in cold oxygenated Krebs solution and prepared for contraction experiments. Abdominal aortas were stored at −80 °C until further use for microarray analysis.

### RNA isolation

Total RNA was isolated from whole abdominal aortas with TriReagent (Sigma-Aldrich, St. Louis, MO) following the manufacturer’s instructions from all groups of rats. An additional round of purification was performed with RNeasy Microkit columns (Qiagen, Venlo, the Netherlands). RNA quality was assessed using RNA 6000 nanochips on the Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands), and all samples showed intact 18 S/28 S bands.

### Microarray

The microarray was performed with three animal groups: NPr (n = 4), Pr (n = 5) and ExpPE (n = 5). Total RNA (100 ng) was labelled using the Affymetrix WT plus reagent kit and hybridized to whole genome Genechip Rat Gene 1.1 ST arrays coding 19.357 genes (Affymetrix, Santa Clara, CA). Sample labelling, hybridization to chips and image scanning was performed according to the manufacturer’s instructions.

### Microarray data analysis

Microarray analysis was performed using MADMAX pipeline for statistical analysis of microarray data^72^. Quality control was performed and all arrays met our criteria. For further analysis a custom annotation was used based on reorganized oligonucleotide probes, which combines all individual probes for a gene^73^. Expression values were calculated using robust multichip average (RMA) method, which includes quantile normalisation^74^. Significant differences in expression were assessed using paired Intensity-Based Moderated T-statistic (IBMT^75^). All microarray data are MIAME compliant and have been submitted to the Gene Expression Omnibus (accession number GSE96610). Gene expression differences between the groups were considered significant with a p-value < 0.05 and a fold change <−1.4 or >1.4.

Gene Set Enrichment Analysis (GSEA) was performed comparing the three groups using MADMAX. In GSEA predefined sets of genes, which encode for one shared biological function, chromosomal location or regulation, are investigated and compared between the groups^25^. This way, functional changes in gene expression between the groups could be found.

The dataset generated and analysed during the current study is available at the Gene Expression Omnibus (accession number GSE96610).

#### Validation of the array

To verify microarray data, RNA was used from aorta of NPr (n = 4), Pr (n = 5) and ExpPE (n = 5) and RT qPCR was performed as described below on 11 genes. The 11 genes chosen were of most interest because they include: the top 2 upregulated genes in ExpPE vs. Pr which were also in the “striated muscle contraction” gene set. Two additional genes of the same gene set were also included, the top 5 mostly contributing genes to the enrichment of the gene set “potassium channels”, and the top 3 genes of the “neuronal system”.

#### Inclusion of the non-pregnant LPS treated animals

We did not include samples from non-pregnant rats treated with LPS on the array, since previous research showed no physiological differences due to low-dose LPS infusion in non-pregnant animals^15,16,18,30^. Instead, RT qPCR was used to measure gene expression in NPr + LPS rats (n = 5). We used the same 11 genes as for the validation of the array.

### RT qPCR

A total of 1 µg RNA was reverse transcribed using random nonamers (Sigma) and 1 µL (200 units) M-MLV RT (Invitrogen), according to the manufacturer’s instructions. cDNA was stored at −20 °C until further use.

RT qPCR was performed using 2 µL of 20x diluted cDNA, 2.875 µL sterile water, 0.125 µL (10 µM) forward and reverse primer mix, and 5 µL SYBR Green PCR Master Mix (Life Technologies) and run in triplicates on a StepOnePlus™ Real-Time PCR System machine (Applied Biosystems) using the following program: 10 min 95 °C, followed by 40 cycles: 15 sec. 95 °C and 1 min 60 °C. Primers (Invitrogen) were designed using Primer3 and BLAST (Table 5). The expression levels were calculated based on a calibration curve and data were normalized to those of *36b4*. Significance was determined on log transformed data which was standardized to 1.0 for Pr, using the Student’s t-test to compare ExpPE with Pr, and to compare NPr with NPr + LPS. P < 0.05 was considered significant. The data are presented as mean ± SEM. The correlation between microarray and RT qPCR gene expression values was determined by Pearson correlation.

**Table 5:** Primers for RT qPCR.

Gene name	Entrez ID	Forward primer (5′ - >3′)	Reverse primer (5′ - >3′)
*Ttn*	84015	AGTCAGAGCTACAGGCAACC	TCCTTCAATCCTGATCCTTGGG
*Tnni1*	29388	CTCATCTGCACAGGAACCAAC	TCAGGCTCTTCAGCATGAGTTTA
*Myh3*	24583	TTCGCTACGACAGATGCTGA	CACAAAGTGTGGGTGAGTGG
*Myh8*	252942	GAGGCTGAGGAACAATCCAAC	TGCGTTTACTCTGCACTGATTT
*Kcna6*	64358	CTTGCCTCTGAGGGCTGTG	ATCCAGAATCCCCCGTCTCA
*Kcnh8*	246325	ATCCACTACGTCACCACCTG	ATGTACGAGGGACACCACTG
*Kcnq3*	29682	CAAGTACAGGCGCATCCAAA	TAGCAAATGTTTCCAGCAGCA
*Kcnj3*	50599	CGAGCATGCGGTTATTTCCA	GTGTCTGCCGAGATTTGAGC
*Hcn4*	59266	CGTGAGGGCGGATACTTACT	GTTCTTCTTGCCTATGCGGT
*Cacng3*	140724	TGCTTAGAAGGAGCTTTCCGA	ACACAGAGTCCCCCGAAAAA
*Syn3*	29130	AGTTGTGAGAAATGGCACCAA	AGCTGAGAGAACACCCAAGG

### Contraction assay of aortic rings

Thoracic aorta tissue of Pr (n = 8), NPr (n = 8), NPr + LPS (n = 8) and ExpPE (n = 9) was first cleaned of surrounding tissue and then cut into 2 mm rings, which were kept in Krebs solution (26) (37 °C and aerated 95% O_2_, 5% CO_2_). Isotonic contraction experiments were conducted with thoracic aorta rings according to the procedure described by Buikema *et al*.^15,76^. In brief: the aortic rings were equilibrated for 30 minutes. Thereafter, the rings were stimulated with potassium chloride (KCl) (60 mM) for 10 minutes and the contraction was evaluated by measuring isotonic displacements (microns). The data were analyzed using GraphPad Prism version 5.0 on a standard computer and presented as mean ± SEM. Significance was determined with a One-way ANOVA followed by a Student’s t-test.

## Electronic supplementary material

Supplementary Figure S1.

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

# Supplementary material for: Experimental preeclampsia in rats affects vascular gene expression patterns
**Source:** Sci Rep. 2017 Nov 1;7:14807. doi: 10.1038/s41598-017-14926-4
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

Manuscript: **Experimental preeclampsia in rats affects vascular gene expression patterns**

Simone V. Lip, Anne Marijn van der Graaf, Marjon J. Wiegman, Sicco A. Scherjon, Mark V. Boekschoten, Torsten Plösch, Marijke M. Faas

**Supplementary Figure 1.** Validation of the microarray gene expression values. Real-time quantitative PCR (RT qPCR) was performed to validate the microarray data. Gene expression levels of 11 genes in total were evaluated and correlation between microarray and RT qPCR gene expression values were determined by Pearson correlation.

How the deposited data were processed for this re-analysis (not part of the article)

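Gene expression was measured in the abdominal aorta of 14 female rats, 4 non-pregnant (NPr), 5 pregnant (Pr) and 5 with experimental preeclampsia (ExpPE), with Affymetrix Rat Gene 1.1 ST arrays, 1 array per animal. The deposited intensities were made by the authors with robust multichip average (RMA) and quantile normalization over all arrays, in the MADMAX pipeline with a custom assignment of probes to Entrez genes, and the version of RMA is not given. These intensities are on the linear scale, 2 to the power of the RMA value, although the plan had taken them for log2 values, so the log2 was computed and used throughout. The deposited score columns hold fold changes that the authors computed with limma, as signed linear ratios in which a lower value is written as a negative number. The deposited p-values and q-values were computed by the authors with an intensity-based moderated statistic (IBMT). The authors' table also holds the number of probes per gene and the standard deviation of the log2 intensities over the 14 arrays. The files hold no raw array data, and the steps before the deposited values were not repeated.

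The log2 intensities of all 19357 genes were analysed with no filter and no further normalization, and 0 columns of values per animal were left out. The groups were taken from the column names of the authors' annotated table. A second deposited table holds the same intensities with the titles of the Pr and ExpPE arrays exchanged, as described beside the text on the samples. Gene symbols were those of the annotated table, matched to the lists without regard to case.

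Groups were compared with limma 3.58.1 in R 4.3.3, in 1 fit of a mean per group to all 14 arrays, with moderated variances whose prior follows the mean intensity, and p-values were adjusted by Benjamini-Hochberg over all genes. Counts were made at an adjusted p under 0.05 and at the study threshold, an unadjusted p under 0.05 with a fold change over 1.4 in either direction. The methods call the authors' test paired but name no variable that pairs the animals, so the fit has no pairs. The 29 gene lists of pathways and cell types were tested in 3 comparisons with camera at a preset correlation of 0.01 between genes, with adjustment over 87 tests. Camera with the correlation estimated from the data, fry and preranked gene set enrichment (fgsea 1.28.0) were run beside it. The gene sets of the paper's own enrichment analysis were not available, so the lists stand in for them. The list of 20 potassium channel genes was read from the picture of Fig. 3. Supplementary Tables S1 to S3 were not used, since the copies at hand are incomplete.

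Genes were named in the text by a fixed rule. It takes every gene that the paper names in its text, in Tables 1 and 3 and in Fig. 3, whose values in the paper had been seen, then the 10 genes with the smallest p in each direction of each comparison among those with a fold change over 1.4, and up to 4 members of each list with the smallest p in each comparison. Genes named outside this rule were chosen after their values were seen, and they are Uchl1 and Dbh in the closing section.

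List scores are the mean over the genes of a list of log2 intensities centred per gene. Scores were compared by exact permutation of the animals. The relations of scores across animals used Pearson's r and Spearman's rho with 100000 permutations, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The overlap of comparisons and the place of the NPr level were set against 100 simulations of unchanged groups, and the mean difference of a list against 10000 lists matched on mean intensity. The simulations of unchanged groups drew each gene independently and leave out the correlation between genes.

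The fit was tested on simulated data. In simulated groups of these sizes, 200 of 19357 genes were given a change. At an adjusted p under 0.05, between 16% and 18% of changes of 0.5 on the log2 scale were found, between 60% and 82% of changes of 1, and at least 98% of changes of 2 or 3. At the study threshold between 44% and 50% of changes of 0.5 and between 92% and 98% of changes of 1 were found. Of the 19157 unchanged genes 9, 7 and 8 passed the adjusted p, and 396, 393 and 339 the study threshold, in Pr vs. NPr, ExpPE vs. NPr and ExpPE vs. Pr. The noise was drawn independently for each gene, so these counts leave out the correlation between genes of the real arrays. Another division of the real animals of ExpPE vs. NPr gave 2304 genes past the adjusted p, so false counts in these data can be far larger.

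Alternatives set in the plan were a prior variance with no trend, an IBMT prior variance, a robust prior variance, a fit of only the 2 groups compared, the replicate number as a block, weights for array quality, only genes above the median of mean intensity, arrays centred on their median, quantile normalization once more, the other deposited table, each animal left out in turn, the nerve, skeletal muscle fibre or sensory receptor score as a covariate, and no fold change threshold. For the nerve covariate the sympathetic neuron, chromaffin, Schwann cell and glia markers were combined. Alternatives added after the data were seen were the column of a plate code as a block, the group titles of the second table with and without the replicate number as a block, fits without ExpPE animals 1 and 2 and without NPr animal 3, ExpPE animals 1 and 2 and Pr animal 1, and list tests with the genes shared with marker lists removed, with and without the nerve covariate. The plate code is part of the array names and reads as a plate position, which neither the paper nor the sample records state. By this code Pr rats share no row with another group, and only 1 row holds 2 groups (NPr animal 4 with ExpPE animals 1 and 2), so that its columns were used as a block and score differences within that row, added after the data were seen, are given for ExpPE vs. NPr. No other batch is given.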

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

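The correlations with each group centred, the use of the nerve covariate to weigh the potassium channel pattern (after the centred correlation had decided nothing), the removal of genes shared with marker lists, and the values without ExpPE animals 1 and 2 were chosen only after the results they concern had been seen.

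In 13 of 87 groups of list scores and in 6 of 57 groups of single genes, 1 animal stood far from the rest of its group, where chance gives 4.35 and 2.85, or 1 group in 20. Muscle genes set 2 animals apart. The skeletal muscle fibre score was 1.32 in NPr animal 3 (next highest -1.45) and 3.94 in Pr animal 1 (next -1.43), the striated muscle score was 0.55 (next -0.64) and 1.58 (next -0.60) in the same animals, Ttn had a log2 intensity of 8.65 and 10.33 in them, and Myh3 had 3.57 in Pr animal 1 (next 3.38). Immune genes set Pr animal 3 apart with the highest interferon score (1.31, next 0.42) and antigen presentation score (0.56, next 0.08), and Pr animal 5 with the highest B cell score (1.45, next 0.04). NPr animal 1 had the lowest macrophage score of its group (-0.46, next -0.28), the highest voltage-gated potassium channel score (0.20, next -0.08), the highest cardiac muscle score (0.30, next -0.08) and the lowest log2 intensity of Nos1 (4.29, next 5.08). ExpPE animal 1 had the highest brown adipocyte score (1.26, next -0.32) and Ucp1 intensity (11.60, next 8.98). The endothelial score was highest in NPr animal 3 (0.28, next -0.02) and in ExpPE animal 2 (0.41, next -0.07), and Wnt16 was lowest in NPr animal 3 (4.62, next 5.77).

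Gene lists other than the gene sets that the paper names showed a signal between groups. In Pr compared to NPr rats these were the complement and acute phase list (mean log2 difference 0.68), the macrophage and myeloid list (0.62) and the antigen presentation list (0.40). Between ExpPE and Pr rats they were the Schwann cell and glia list (0.38, and 0.17 without ExpPE animals 1 and 2) and the cardiac muscle list (0.25). With an estimated correlation none of these 5 lists passed (adjusted p = 0.179, 0.304, 0.273, 0.427 and 0.435 in this order). In the cardiac muscle list the means of 5 of 11 genes lay below the 95th percentile of the sensory receptors.

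Genes of striated muscle contraction were higher in ExpPE than in Pr rats together with markers of skeletal muscle fibres, of which Acta1 had the highest array intensity (mean log2 11.14 in ExpPE and 9.62 in Pr rats), although intensities of different genes do not rank their abundance. With each group centred on its mean, Ttn followed the fibre score with r = 0.987 (permutation p = 2e-05), in animals of all 3 groups. Skeletal muscle tissue in single samples is therefore a candidate explanation, although the paper states that the aortas were cleaned of surrounding tissue, and 10 of the 34 genes of the striated list are also in the fibre list. With those genes removed and the fibre score as a covariate, the list had a mean difference of 0.25 (0.57 without the covariate) and an adjusted p of 0.0803, in a range from 4.1e-13 to 0.435 over the alternatives. An effect of experimental preeclampsia on these genes beyond the fibre content stays open.

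Genes of the neuronal system were higher in ExpPE than in Pr rats. Their mean of 0.26 lay at percentile 100 of lists matched on intensity (mean 0.08), so genes drawn for their intensity alone did not reach it. Those lists were drawn gene by gene, without the correlation between the genes of a list. The percentile therefore cannot decide whether the dim background of the arrays is the whole cause. With each group centred, the neuronal score followed the nerve marker score with r = 0.921 (permutation p = 0.00084), and over all animals r was 0.920, or 0.498 without ExpPE animals 1 and 2. The highest array intensities among the sympathetic and chromaffin markers in ExpPE rats were those of Uchl1 and Dbh (mean log2 7.30 and 6.86), which does not rank their abundance. With the nerve score as a covariate and 6 shared genes removed, the list kept a mean difference of 0.11 (0.23 without the covariate, adjusted p = 0.00458, from 5.3e-16 to 0.427 over the alternatives), but without ExpPE animals 1 and 2 it did not pass (0.06, adjusted p = 0.063). Nerve or ganglion tissue in these 2 samples may account for part of the pattern, and an effect of experimental preeclampsia stays open beside it, as does an effect of the row of the plate code, in which these 2 animals (mean sympathetic score 2.31) differ from the other 3 of their group (-0.54), although NPr animal 4 in the same row had -0.85.

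Potassium channel genes were higher in ExpPE than in Pr rats. The mean of 0.20 lay at percentile 99.88 of lists matched on intensity (mean 0.12, from 0.06 to 0.17 for the central 95%). A background of dim genes can account for part of it. Whether it is the whole cause cannot be decided from this percentile, since the matched lists do not carry the correlation between the genes of a list. By RT qPCR, a measurement apart from the arrays, the paper reports Kcna6, Kcnh8 and Hcn4 as higher in ExpPE than in Pr rats. Kcnq3 and Kcnj3, measured in the same way, are not among the genes it reports as increased. For all 5 of these genes the paper found a linear correlation between RT qPCR and the arrays. With the nerve score as a covariate the mean of the list was 0.16 (camera adjusted p = 4.2e-05). Without ExpPE animals 1 and 2 it was 0.16 (camera adjusted p = 0.00017). Both tests used the preset correlation, and the list did not pass with an estimated correlation even without the covariate (adjusted p = 0.435). Most of the mean thus remained, but these values cannot decide whether nerve tissue is the whole cause. Over all animals the score followed the nerve score with r = 0.527 (permutation p = 0.0452, Spearman's rho = 0.596, permutation p = 0.0273) and the Schwann cell score with r = 0.667 (adjusted p = 0.0182), against r = 0.324 (permutation p = 0.415) for the nerve score with groups centred, and nerve tissue may account for part of the pattern. With the sensory receptor score as a covariate the mean was 0.11 (adjusted p = 0.000506, from 1.3e-09 to 0.435 over the alternatives), and an effect of experimental preeclampsia may add to the background, which is a hypothesis, since the call ended when the correlation between genes was estimated.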

How the results depend on the processing

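The settings without ExpPE animals 1 and 2, without 4 animals, with the titles of the second table and with the column of the plate code were chosen only after the results were seen.

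The interferon call in Pr compared to NPr rats held in all settings run (adjusted p from 7.4e-108 to 0.0227), and 0 genes passed the adjusted p between ExpPE and Pr in all of them. Of 3642 values of 160 named gene results 3522 kept their direction and call, 83 lost the call, 37 gained it and 0 turned. Of 920 values of 50 list results 754 kept both, 117 lost the call, 19 gained it and 30 turned. Results with no call in the main fit, among them all genes between ExpPE and Pr, count as kept when they stay without one. Such results cannot lose a call, so these totals do not give the share of calls that were lost. Other prior variances, arrays centred or quantile normalized again, only 2 groups, the sensory covariate and the column of the plate code left from 30 to 44 genes past the adjusted p in Pr vs. NPr and from 14 to 19 in ExpPE vs. NPr. C2 and Adamtsl2 lost their calls in Pr vs. NPr with arrays centred (adjusted p = 0.0518 and 0.0546). Where no cause is named below, the cause was not tested. What signal over background limits is the dim genes, since 33 of 88 potassium channel genes lie below the 95th percentile of the sensory receptors. The replicate block could not be fitted with the column names, which give no replicate number, and the other deposited table was not run, since its values are equal.

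With array weights 1022 genes passed the study threshold in Pr vs. NPr and 1052 in ExpPE vs. NPr, and 211 the adjusted p in Pr vs. NPr (lowest weights 0.356 and 0.383, ExpPE animals 2 and 1). Above the median of intensity, with fewer genes tested, the study threshold gave 327 (ExpPE vs. NPr) and 169 (ExpPE vs. Pr). The nerve covariate gave 1137 and, past the adjusted p, 36 in ExpPE vs. NPr, and turned the adrenal cortex (-0.072), smooth muscle (0.052) and complement (0.035) means between ExpPE and Pr and the cell cycle mean between ExpPE and NPr (0.0024). The skeletal muscle covariate gave 1189 in ExpPE vs. NPr, a striated muscle mean of 0.25 (adjusted p = 0.0803) with fewer genes tested, and turned adrenal cortex (-0.053) and smooth muscle (0.044). The sensory covariate turned adrenal cortex (-0.065). With no fold threshold 1035, 1474 and 1642 genes passed in Pr vs. NPr, ExpPE vs. NPr and ExpPE vs. Pr, as more genes can pass. At the adjusted p, a stricter threshold, 19 genes were shared by the comparisons with NPr.

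With an estimated correlation, and with fry, the means are the same and the calls ended for cytokines (0.36), potassium channels (0.20), voltage-gated channels (0.25), striated muscle (0.88) and the neuronal system (0.26). The adjusted p was 0.427 or 0.435 with the estimated correlation and from 0.157 to 0.305 with fry, and over the alternatives it began at 1.7e-07, 1.3e-09, 6.3e-07, 4.1e-13 and 5.3e-16 for these lists.

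Without ExpPE animals 1 and 2, 1050 genes passed the study threshold in ExpPE vs. NPr, striated muscle (0.36, adjusted p = 0.0732), the neuronal system (0.064, adjusted p = 0.063), skeletal muscle fibres (0.39, adjusted p = 0.543), cytokines (-0.13, adjusted p = 0.0948) and fibroblasts (-0.11, adjusted p = 0.0729) lost their calls between ExpPE and Pr, as did the neuronal system (0.023, adjusted p = 0.435) and fibres (0.80, adjusted p = 0.105) between ExpPE and NPr, and sympathetic (-0.24), adrenal cortex (-0.090), mast cell (-0.00501) and smooth muscle (0.20) means turned. Without NPr animal 3, ExpPE animals 1 and 2 and Pr animal 1, with fewer samples, 23 and 11 genes passed the adjusted p in Pr vs. NPr and ExpPE vs. NPr, the neuronal call ended (0.046, adjusted p = 0.126), and sympathetic (-0.32), adrenal cortex (-0.062) and smooth muscle (0.058) means turned. Between ExpPE and Pr the ribosomal (-0.10, adjusted p = 0.126) and fibroblast (-0.12, adjusted p = 0.0868) calls ended as well. The striated muscle and skeletal muscle fibre lists kept their calls in this setting. The 4 animals left out have the highest scores of both lists, so these kept calls are not independent support.

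With the titles of the second table, which exchange Pr and ExpPE by construction, 19 genes passed in Pr vs. NPr and 41 in ExpPE vs. NPr, cytokines did not pass (0.18, adjusted p = 0.0606), and potassium channels (-0.20), voltage-gated channels (-0.25), striated muscle (-0.88) and the neuronal system (-0.26) turned. With a replicate block on these titles 19 and 53 genes passed, and the same 4 lists turned. Over 13 same-numbered pairs the correlation of deviations lay between -0.40 and 0.40, with 7 over 0.1. Pairs with different numbers were not computed, so that these values cannot tell whether the replicate numbers pair the animals.

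Leaving out 1 animal gave from 524 to 971 genes at the study threshold in Pr vs. NPr, from 361 to 1205 in ExpPE vs. NPr and from 337 to 1103 in ExpPE vs. Pr, and from 23 to 62 and from 8 to 21 past the adjusted p in Pr vs. NPr and ExpPE vs. NPr. The shares nearer to NPr ranged from 70.7% to 89.1% (higher genes) and from 33.7% to 77.2% (lower genes). Between ExpPE and Pr the adrenal cortex mean ranged from -0.044 to 0.10, the vasoactive mean from -0.0021 to 0.065, the endothelial mean from -0.14 to 0.027, the complement mean from -0.22 to 0.049 and the T cell mean from -0.20 to 0.024, and between ExpPE and NPr the cell cycle mean ranged from -0.12 to 0.038.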

Differences from the paper's values

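Of 99 values that the paper states and that were also computed here, 1 lay more than 1.5 times apart, the p of Aspg in Pr vs. NPr, which the paper rounds to 3 decimals. The counts at the study threshold were 660, 605 and 527 here and 662, 606 and 526 in the paper for Pr vs. NPr, ExpPE vs. NPr and ExpPE vs. Pr. The largest gap was 0.00747 among 44 fold changes (a ratio of 1.004) and 0.000679 among 34 p-values, where the ratio for Aspg was 1.59, with limma here and IBMT in the paper.

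The paper counts 11 of its 16 leading potassium channel genes as higher in ExpPE than in NPr rats, and 10 of the 20 genes of Fig. 3 had an unadjusted p under 0.05 here, by limma and by an IBMT prior variance. With array weights 12 of the 20 genes passed in ExpPE vs. NPr, without NPr animal 1 there were 13 and without ExpPE animal 3 there were 16, and no setting set before the data were examined gave the paper's number. In the Venn diagram of Fig. 1 the parts with 261, 83, 123 and 12 genes match, and the other 3 parts differ by 1 gene.

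The paper's normalized enrichment scores between ExpPE and Pr rats were 2.40 for potassium channels, 2.40 for voltage-gated potassium channels, 2.35 for striated muscle contraction and 2.30 for the neuronal system, and the lists used here, which are not the paper's gene sets, gave 2.47, 2.37, 2.10 and 2.54. Between Pr and NPr rats the paper's scores were 3.15 for interferon and 3.08 for cytokine signalling, and the lists used here gave 3.45 and 2.21.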

Other observations

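The test of the column of the plate code, the values within its rows, and which of the list results to describe here, were chosen only after the results were seen.

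Genes of the cell cycle had their highest level in Pr rats. Of 38 genes 33 were higher in Pr than in NPr rats, with a mean log2 difference of 0.25 (camera adjusted p = 2.6e-08, adjusted p = 0.435 with an estimated correlation), and 36 were lower in ExpPE than in Pr rats, with a mean of -0.29 (adjusted p = 2.9e-10, adjusted p = 0.427 with an estimated correlation). Between Pr and NPr, Mcm3, a subunit of the replicative helicase, differed by 0.53 (SE 0.17), Ccnb1, the cyclin of mitotic entry, by 0.57 (SE 0.21, from an NPr mean of 3.66, below the 95th percentile of the sensory receptors) and the mitotic kinase gene Aurkb by 0.55 (SE 0.22). Between ExpPE and Pr, Ndc80, of the kinetochore, differed by -0.72 (SE 0.22), Mcm5 by -0.61 (SE 0.21) and Ect2, which acts in cytokinesis, by -0.55 (SE 0.19). In both comparisons 0 of the 38 genes passed limma's adjusted p, over all genes or over the list alone. Between ExpPE and NPr rats the list had a mean of -0.05 and did not pass (adjusted p = 0.221), but it passed without ExpPE animal 2 (-0.12, adjusted p = 0.00701), and it was 0.038 without ExpPE animal 1.

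Markers of red cell precursors were higher in ExpPE rats. All 30 erythroid genes were higher than in Pr rats, with a mean of 0.64 (adjusted p = 1.4e-06, adjusted p = 0.527 with an estimated correlation), or 0.42 without Pr animal 2, and none passed limma's adjusted p over all genes or over the list alone. Klf1, a transcription factor of red cell development, differed by 1.54 (SE 0.46) and Gfi1b by 1.00 (SE 0.32) between ExpPE and NPr (adjusted p = 0.64 for both). Genes of heart muscle had a mean of 0.25 between ExpPE and Pr, with 10 of 11 higher (adjusted p = 0.000935, adjusted p = 0.435 with an estimated correlation, exact permutation p of the score = 0.0397), and Myl7, an atrial myosin light chain, differed by 0.50 (SE 0.22). The means of 5 of these 11 genes (45.5%) lay below the 95th percentile of the sensory receptors, so that background may account for part of this difference. Markers of adventitial fibroblasts had a mean of -0.16 in the same comparison, with 15 of 17 lower (adjusted p = 0.00256, adjusted p = 0.616 with an estimated correlation), a call that ended without ExpPE animal 1 (-0.055, adjusted p = 0.2), and Dpt differed by -0.45 (SE 0.15). Steroid-forming genes of the adrenal cortex, a gland near the upper aorta, had a mean of 0.03 over 9 genes (adjusted p = 0.609). In ExpPE compared to NPr rats all 24 macrophage markers were higher, with a mean of 0.26 (adjusted p = 0.00102, adjusted p = 0.684 with an estimated correlation), a call that ended without NPr animal 1 (mean 0.21, adjusted p = 0.061), and in the row of the plate code with both groups the score differed by 0.11. Among Schwann cell markers Sox10, a transcription factor of glia, differed by 0.47 (SE 0.15) between ExpPE and Pr.

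The counts were set against other divisions of the same animals, 100 drawn for each comparison, the real one included. In Pr vs. NPr 9 of 100 divisions gave as many genes as the 660 at the study threshold (highest other 1474), so that chance cannot be excluded for that count. For the 41 past the adjusted p, 2 of 100 divisions, the real one included, gave as many (highest other 41). Another division of the same animals thus reached the same count, so that chance is less likely there but not excluded. In ExpPE vs. NPr 35 divisions reached 605 (highest other 2516) and 6 reached 19 (highest other 2304), and in ExpPE vs. Pr 24 reached 527 (highest other 2068), so that chance cannot be excluded for these 3 counts. The count of 0 genes past the adjusted p in ExpPE vs. Pr is reached by all 100 divisions whatever they hold (highest other 2) and tests nothing. The divisions with 2304 and 2516 genes point to a structure of the samples other than the groups. For the column of the plate code in the array names, 0 genes passed an adjusted p under 0.05 in limma.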
